# Joint single-cell multiomic analysis in Wnt3a induced asymmetric stem cell division

**DOI:** 10.1038/s41467-021-26203-0

**Published:** 2021-10-12

**Authors:** Zhongxing Sun, Yin Tang, Yanjun Zhang, Yuan Fang, Junqi Jia, Weiwu Zeng, Dong Fang

**Keywords:** Histone post-translational modifications, Embryonic stem cells, Self-renewal

## Abstract

Wnt signaling usually functions through a spatial gradient. Localized Wnt3a signaling can induce the asymmetric division of mouse embryonic stem cells, where proximal daughter cells maintain self-renewal and distal daughter cells acquire hallmarks of differentiation. Here, we develop an approach, same cell epigenome and transcriptome sequencing, to jointly profile the epigenome and transcriptome in the same single cell. Utilizing this method, we profiled H3K27me3 and H3K4me3 levels along with gene expression in mouse embryonic stem cells with localized Wnt3a signaling, revealing the cell type-specific maps of the epigenome and transcriptome in divided daughter cells. H3K27me3, but not H3K4me3, is correlated with gene expression changes during asymmetric cell division. Furthermore, cell clusters identified by H3K27me3 recapitulate the corresponding clusters defined by gene expression. Our study provides a convenient method to jointly profile the epigenome and transcriptome in the same cell and reveals mechanistic insights into the gene regulatory programs that maintain and reset stem cell fate during differentiation.

## Abstract (web summary)

A localized Wnt3a signal has been shown to induce asymmetric division of mouse embryonic stem cells. Here the authors develop SET-seq, an approach to jointly profile epigenome and transcriptome in the same single cell and use it to provide mechanistic insights into the gene regulatory programs for maintaining and resetting stem cell fate during differentiation.

## Introduction

Stem cells undergo self-renewal to maintain their pluripotency but also give rise to lineage-specific daughter cells that generate differentiated cells^1,2^. Through this asymmetric cell division process, stem cells reside in cellular niches that impart chemical and physical signals to divide asymmetrically, generating one stem cell and one differentiated cell from the parental cell. Stem cells can segregate their cell fate determination components into one of the two daughter cells to accomplish this function. Alternatively, they adopt a positioning strategy in which one daughter cell moves away from the stem cell niche and undergoes differentiation^3–5^.

Wnt signaling is conserved from metazoans to vertebrates and plays important roles in stemness maintenance, development, cell survival, tumorigenesis, tumor metastasis, and cellular metabolism^6,7^. Wnt ligands, which comprise a large family of hydrophobic glycoproteins, are usually secreted locally to form an adjacent gradient^8^. Wnt ligands are inactivated if tagged with canonical protein tags, and thus in vivo studies of Wnt signaling are difficult^9^. In addition, our understanding of Wnt signaling is mainly based on the manipulation of the whole population of cells using biochemical or genetic approaches^4^. Mouse embryonic stem cells (mESCs) are cultured in supporting medium that activates Wnt signaling globally to maintain pluripotency^10^. Moreover, inhibition of Wnt signaling leads to the differentiation of mESCs toward an epiblast stem cell-like status^11^. Thus, mESCs represent a powerful model to study the functions of localized Wnt signaling rather than global signaling. Previous studies have shown that Wnt3a-coated beads provide a spatially restricted Wnt signal^12,13^. This localized Wnt signal is transmitted by the Wnt receptor Lrp6 and coordinates with ionotropic glutamate receptor activity, leading to membrane protrusion^14^. After one cell cycle, two daughter cells asymmetrically divide. Cells proximal to Wnt3a beads retain high expression levels of pluripotency markers, such as *Nanog* and *Rex1*. Distal cells exhibit a progressive differentiation status. Parental and newly synthesized histones are segregated into proximal and distal cells with a nonoverlapping pattern, resulting in differential inheritance of histones in two daughter cells^15^. Using single-cell-based high-resolution imaging, several lines of evidence have been proposed to address the response to Wnt signaling. However, the detailed transcriptional and epigenomic changes underlying this asymmetric cell division have not been elucidated.

Recent studies have shown that histone modifications, one of the storage vehicles for epigenetic information, are dramatically changed during early development, germ cell reprogramming, pluripotent cell generation, and stem cell differentiation^16–21^. The profile of the epigenome has mainly been identified using chromatin immunoprecipitation followed by massively parallel sequencing (ChIP-seq)^22^. A large number of cells are required for canonical ChIP-seq, and thus this assay is difficult to conduct with limited input samples^23^. Decreasing the input sample size would unlock a unique aspect of this application. Single-cell level epigenomic and transcriptional profiles can be used to classify lineage-specific regulatory elements, define differentiation trajectories, and identify rare spatiotemporal progenitor cells^24,25^. Over the last decade, several low-input epigenomic profiling methods have been successfully developed, including but not limited to STAR ChIP^18^, MOWChIP^26^, Drop-ChIP^27^, ULI-NChIP^28^, Nano-ChIP-seq^29^, ChIL-Seq^30^, ACT-Seq^31^, scChIP-Seq^32^, scChIC-seq^33^, TAF-ChIP^34^, muChIP-seq^35^, LIFE-ChIP-seq^36^, TCL^37^, SurfaceChIP-seq^38^, CUT&RUN^39^, CUT&Tag^40^, CoBATCH^41^, and it-ChIP^42^. With the expansion of single-cell technologies in epigenome and transcriptome profiling, emerging needs are to map the epigenome and transcriptome in the same sample. Using this approach, we can save limited samples and, more importantly, avoid batch effects during the experiments. Paired-Tag and CoTECH were recently established to profile histone modifications and gene expression in single nuclei as a method for this joint analysis^43,44^. These techniques provide the nuclear RNA transcriptome with a comparable number of genes as detected using 10x genomics^43–45^.

In this work, we develop SET-seq (same cell epigenome and transcriptome sequencing), which extends the directed tagmentation of mRNA/cDNA hybrids^46,47^ and chromatin^40^. SET-seq can be used to simultaneously profile cytoplasmic RNA expression and epigenomic information in a limited number of cells, even in single cells. Using this method, we jointly map the histone modifications and transcriptome of mESCs that undergo Wnt3a-induced asymmetric cell division. Our results reveal cell type-specific maps of the epigenome and transcriptome in asymmetrically divided daughter cells. Additionally, H3K27me3, but not H3K4me3, is rapidly altered and displays a strong correlation with gene expression during asymmetric cell division. Knockout of *Aebp2*, the regulatory element in PRC2 (Polycomb Repressive Complex 2) that is responsible for the methylation of H3K27me3, increases the ratio of daughter cells asymmetrically expressing *Nanog*-*mCherry*. Together, our results provide mechanistic insights into the gene regulatory programs required for maintaining and resetting stem cell fate during differentiation.

## Results

### The mRNA/cDNA hybrid is directly tagmentated in a reproducible and time-saving manner

We aimed to separate nuclear DNA and cytoplasmic RNA before library preparation to map the genome-wide transcriptional and epigenetic profiles in the same cell (Fig. 1a). After cell lysis, cytoplasmic RNA and nuclei were separated using concanavalin A (ConA)-coated magnetic beads. The ConA bead-bound nuclei were subjected to antibody binding and tagmentation with CUT&Tag^40^, while the cytoplasmic RNA was reverse transcribed and used for direct tagmentation^46,47^. The epigenomic and transcriptional libraries from the same sample were then constructed by performing indexed PCR. We took advantage of the direct tagmentation of Tn5 to reduce the complexity and cost of library construction. The usage of Tn5 for tagmentation of mRNA/cDNA hybrids is recently developed^46,47^, although the Tn5 transposome has been widely used to profile double-stranded DNA for years. Therefore, we tested different reaction conditions to improve the reproducibility and stability of transcriptional libraries.

**Fig. 1:**
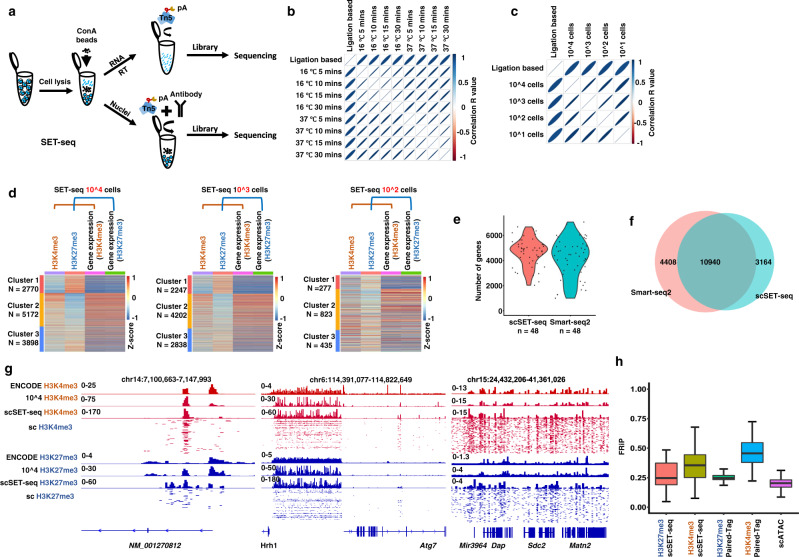
SET-seq can be used to profile epigenome and transcriptome in the same sample. **a** Schema showing the process of SET-seq. **b** The Pearson correlations among gene expression libraries constructed from different tagmentation time and temperatures. **c** The Pearson correlations among gene expression libraries constructed from different numbers of cells. **d** Heatmaps showing the clustering results of H3K27me3 and H3K4me3 SET-seq. Genes, at which the epigenomic and transcriptional signals were detected, were clustered by hierarchical clustering algorithms using row scaled signal scores. Heatmaps were plotted with column scaled signal scores. **e** Number of detected genes in scSET-seq and Smart-seq2 in 48 mESCs. Smart-seq2 data were downloaded from GSE151334 [https://www.encodeproject.org/experiments/ENCSR059MBO/] and 48 cells were randomly selected. **f** Venn diagram showing the overall detected genes between scSET-seq and Smart-seq2 in 48 mESCs. Smart-seq2 data were as in **e**. **g** Examples of IGV views of H3K27me3 and H3K4me3 scSET-seq. Signals of histone marks from 200 individual single cells were shown below the signals from aggregated 480 cells. H3K4me3 and H3K27me3 SET-seq results from 10,000 cells (10^4 H3K4me3 and 10^4 H3K27me3) were shown as controls. **h** The fraction of reads in peaks (FRiPs) of scATAC-seq and scSET-seq. scATAC-seq data were downloaded from GSE100033 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151334]. scSET-seq cells were filtered with a mapping ratio >10%. Paired-Tag and 10x genomics data was same as previous reported^43^. The boxes were drawn from lower quartile (Q1) to upper quartile (Q3) with the middle line denoting the median, and whiskers with maximum 1.5 IQR (interquartile range). *n* = 45 (H3K27me3 scSET-seq), 200 (H3K4me3 scSET-seq), 447 (H3K27me3 Paired-Tag), 1,659 (H3K4me3 Paired-Tag), and 93 (scATAC-seq) cells. Source data are provided as a Source Data file.

First, we analyzed the effects of temperature and time on the tagmentation and sequencing results. We used mRNA/cDNA hybrids that were reverse transcribed from the total RNA of mESCs by oligo dT as the templates for tagmentation. The mRNA/cDNA hybrids were tagmentated to approximately 100 to 400 base pairs when the reactions were incubated at 4 °C, 16 °C, and 37 °C for 5 to 30 min (Supplementary Fig. S1a). The tagementated fragments became shorter with higher temperatures and prolonged incubation times. 

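Total RNA was isolated from ES-E14TG2a cells, an mESC line grown with serum and LIF, and treated with DNase. It was reverse transcribed with an oligo-dT primer, and the mRNA/cDNA hybrids were tagmentated by Tn5 without second-strand synthesis. The times were 5, 10, 15 and 30 min at 16 °C and at 37 °C, which gave 16 libraries in 8 conditions. A pair of ligation-based libraries, made from poly-A RNA, served as the conventional RNA-seq. The authors trimmed the reads, aligned them to mm9 with STAR and counted read pairs on the exons of 25209 RefSeq genes with featureCounts 2.0.0, leaving out reads that map to several places or overlap several genes. The deposited values are these counts, without normalization. Total counts ranged from 2258725 to 15221800 per library at 16 °C, with a median of 7684878, and from 1178008 to 10031843 at 37 °C, with a median of 2955914. The ligation-based libraries held 14184697 and 14286607 counts. The precursor rRNA gene Rn45s, which the files place on chromosome 17 from 39979942 to 39985774, took 11.8% to 25.1% of the counts at 16 °C and 33.0% to 40.7% at 37 °C. It took 1.54% and 1.96% of the counts in the ligation-based libraries. From the counts, RPKM were calculated with the exon length in the files and the total counts of the library. Replicates were summed before profiles were compared, as the authors merged their repeats. A gene was taken as detected when the merged libraries held at least 1 count on it. Differences in expression were tested in the unmerged libraries with edgeR, after TMM normalization and its filter on low counts.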

We then constructed and sequenced libraries produced by tagmentation at 16 °C and 37 °C for 5 to 30 min because, when samples were tagmentated at these temperatures, less time was needed for library preparation compared to tagmentation at 4 °C. Two biologically independent libraries were constructed and sequenced for each condition to increase the sequencing strength. These libraries showed strong correlations with conventional ligation-based RNA-seq library (Methods) and among each library (Fig. 1b). 

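Pearson's correlation was calculated on log2(RPKM + 1) over all 25209 genes, as a correlation across genes, which are not independent replicates. With the ligation-based RNA-seq, r ranged from 0.913 for 30 min at 16 °C to 0.927 for 5 min at 16 °C, with a median of 0.923 over the 8 conditions. Among the 8 conditions, the 28 pairs had r from 0.976, between 10 min at 16 °C and 5 min at 37 °C, to 0.997, between 10 and 15 min at 16 °C. For comparison, the 2 libraries of one condition had r from 0.977 at 37 °C for 5 min to 0.995 at 16 °C for 5 min. The choice of scale moved these values most. On RPKM without the log, the lowest r with the ligation-based RNA-seq was 0.505. The ligation-based libraries may also come from another stock of cells. Their summed counts gave 180 CPM of Hprt, and those of the temperature series 0.0791 CPM.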

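Between 14152 and 17701 genes were detected per condition when both libraries were merged. At 16 °C, 17559, 16988, 17701 and 15136 genes were detected after 5, 10, 15 and 30 min. At 37 °C the numbers were 14152, 15966, 15814 and 15542. Single libraries at 16 °C for 5 min detected 16207 ± 444 genes (SD, n = 2), and single libraries at 37 °C for 5 min 12911 ± 202 (SD, n = 2). The condition with the fewest genes reached 80.0% of the one with the most. The alternative that moved this share most was thinning every library to 1178008 counts, the depth of the shallowest one, after which it was 93.9%. The means of single libraries then lay between 12435.5 genes at 37 °C for 30 min and 13246 at 16 °C for 5 min.

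**Figure D1:**
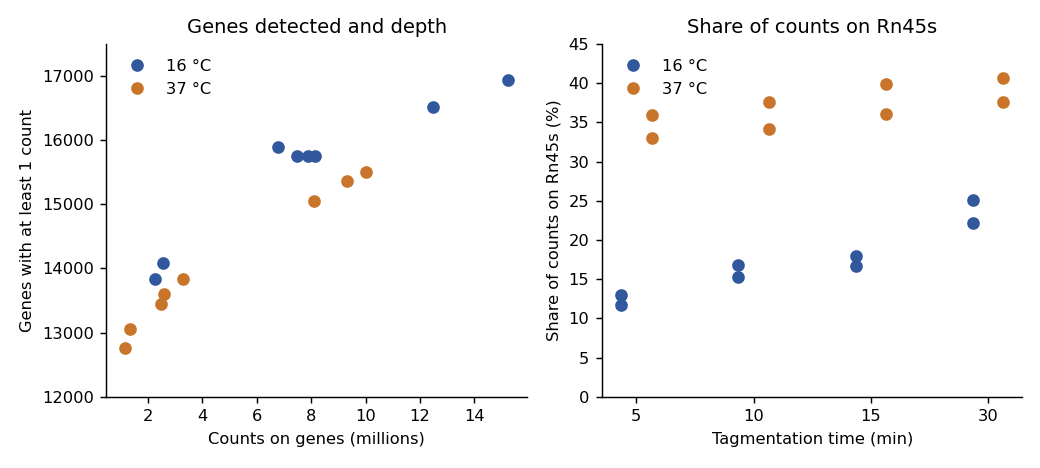
Left, the number of genes with at least 1 count in each library against its depth, the counts on genes. Right, the share of counts on Rn45s in percent against the tagmentation time in minutes. Each point is a library, coloured by temperature, with 2 libraries per condition. All 37 °C libraries lie at or above 33.0% on Rn45s and all 16 °C libraries at or below 25.1%.

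Gene expression at 37 °C and 16 °C was compared over all 16 libraries with edgeR's quasi-likelihood test, with time as a factor. Of 11293 genes tested, 7372 had an adjusted p below 0.05 (Benjamini-Hochberg), 3712 of them higher and 3660 lower at 37 °C. The alternative that moved this count most was the comparison of the 5 min libraries alone, with 3396 genes. Genes were ranked among those whose change, averaged over replicates, had the same direction at every time. The largest rise was that of Hmgn5, on chromosome X from 106199876 to 106208719, with a log2 fold change of 2.97 (standard error 0.21, adjusted p = 9.97e-13). Zfp987, Ndufb4, Rpl39 and Rpl22l1 rose by log2 2.77, 2.68, 2.61 and 2.57. The largest fall was that of Snord96a, a gene of 77 bases, with a log2 fold change of -2.19 (standard error 0.27, adjusted p = 5.19e-08). Mir1191, of 120 bases, had a log2 fold change of -2.02, Gm8801 of -1.97 and BC025920 of -1.81. Ppp1cc had one of -1.85, and 56.4% of its exon bases also belong to Ppp1ccb, so that reads there were not counted for either gene. For Mir1191 and Gm8801 the test of the 5 min libraries alone did not pass the threshold. The fold changes fell with the GC content of the genes, with a rank correlation of -0.575 across genes, which are not independent replicates.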

We also detected a similar number of genes (Supplementary Fig. S1b and c) and similar gene expression profiles (Supplementary Fig. S1d). Moreover, we found that a prolonged tagmentation time at 37 °C slightly reduced the ratio of detected reads at exons compared to those at introns (Supplementary Fig. S1e). Then, we chose 37 °C and 5 min as the tagmentation conditions for subsequent experiments to reduce the reaction time and avoid the loss of exons.

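The 37 °C and 5 min condition was the shallowest of the 8, with 1358419 and 1178008 counts, of which 33.0% and 36.0% were on Rn45s. Thinned to the same total, Rn45s included, its libraries detected a mean of 12807.5 genes, against 12482, 12493 and 12435.5 after 10, 15 and 30 min at that temperature. The linear RPKM of the genes detected in both libraries had an R² of 0.996 at 5 min, and of 0.789, 0.810 and 0.801 at the 3 longer times. On the log2 scale, the order was the other way round, with R² of 0.947 at 5 min and 0.983, 0.981 and 0.978 after it. The ratio of reads at exons and introns was not analysed here, since the counts cover exons alone. The paper's grounds for 37 °C and 5 min are a shorter reaction and the keeping of exons.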

Second, we evaluated the potential effect of the amount of Tn5 (25, 50, or 100 ng/µl) on the sequencing results. 

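For this comparison, 2 libraries were constructed with each amount of Tn5, 25, 50 and 100 ng/µl, from total RNA of the same kind of cells. The 6 libraries held between 3710685 and 17647365 counts, with a median of 11732369. Rn45s took 4.30% to 8.17% of the counts. The authors processed them like the temperature series, and the deposited counts were treated in the same way here. In each amount, replicate 2 was the deeper library. Residuals of libraries that share a replicate number were correlated across genes between amounts, with r from 0.730 to 0.817, so the replicate number also entered the test as a block in an alternative.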

Higher amounts of Tn5 resulted in slightly shorter fragment lengths after tagmentation (Supplementary Fig. S2a). The correlations among sequencing results from different amounts of Tn5 were quite high (Supplementary Fig. S2b). In addition, the identified gene numbers, gene expression profiles, and ratios of reads mapped to exons and introns were similar when different amounts of Tn5 were used (Supplementary Fig. S2c–e), suggesting that the amount of Tn5, ranging from 25 to 100 ng/µl, had a minor effect on the sequencing results.

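Over the 3 pairs of amounts, r on log2(RPKM + 1) across all genes ranged from 0.996, between 25 and 50 ng/µl, to 0.998, between 50 and 100 ng/µl. The 2 libraries of one amount had r of 0.984 at 25 ng/µl, 0.982 at 50 ng/µl and 0.984 at 100 ng/µl. The lowest r between amounts was 0.990 without replicate 2 and 0.996 without replicate 1.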

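With both libraries merged, 18448 genes were detected with 25 ng/µl, 17757 with 50 ng/µl and 17681 with 100 ng/µl. Single libraries detected 17140.5 ± 637, 16394.5 ± 1034 and 16211 ± 1461 genes (SD, n = 2 each). In replicate 1 the numbers were 16690, 15663 and 15178, and in replicate 2 17591, 17126 and 17244, so that 25 ng/µl had the most in both. At 3710685 counts per library, Rn45s included, the means were 15351, 15181.5 and 15193 genes. In edgeR's quasi-likelihood test of 100 against 25 ng/µl, 0 of 13099 genes had an adjusted p below 0.05, and 78 had an unadjusted p below 0.05. DESeq2 also found 0 genes, with 37 at an unadjusted p below 0.05. With the replicate number as a block, edgeR found 18 genes, all higher with 100 ng/µl, and 1588 at an unadjusted p below 0.05. The share of reads on exons and introns was not analysed here. From the likeness of gene numbers, profiles and exon ratios, the paper proposes that the amount of Tn5 has a minor effect in this range.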

Third, using a series of 100-fold dilutions starting from 300 ng of total RNA, we analyzed the minimum amount of RNA needed for sequencing library construction. We obtained sufficient DNA for sequencing with as low as 30 pg of total RNA, which was similar to the amount of total RNA in a single mESC^48^ (Supplementary Fig. S3a). 

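The dilution series was deposited as counts of 6 libraries, 2 for each amount of total RNA, which the authors tagmentated at 37 °C for 5 min. The 300 ng libraries held 6279995 and 17042569 counts. The 3 ng libraries held 9107939 and 21520982, and the 30 pg libraries 7765306 and 1013542. Rn45s took a different share in each amount: 18.2% and 17.4% with 300 ng, 78.5% and 84.6% with 3 ng, and 64.7% and 68.1% with 30 pg. Outside Rn45s, between 323449 and 14073243 counts per library remained for the other genes. Each amount was handled as in the temperature series, and no test between amounts was planned for single genes.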

We sequenced the libraries constructed from 300 ng, 3 ng, and 30 pg of total RNA. 

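The merged libraries of 300 ng and 3 ng had r = 0.944 on log2(RPKM + 1) across all genes, 3 ng and 30 pg had r = 0.925, and 300 ng and 30 pg had the lowest value, 0.903. Within an amount, the 2 libraries had r = 0.993 with 300 ng, 0.989 with 3 ng and 0.792 with 30 pg. The lowest r between amounts was 0.892 without replicate 2 and 0.797 without replicate 1, where the shallower 30 pg library stands alone.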

The correlations among each library were high, and the ratios of reads mapped to exons and introns were stable (Supplementary Fig. S3b and c). A total of 17,097, 14,659, and 9,371 genes were detected from 300 ng, 3 ng, and 30 pg of total RNA, respectively (Supplementary Fig. S3d), indicating that fewer genes were identified with less starting RNA. Together, we established a timely and reproducible reaction condition, incubation at 37 °C for 5 min, for the direct tagmentation of mRNA/cDNA hybrids, and this condition might be applied at the single-cell level.

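Single libraries detected 15779.5 ± 1182 genes with 300 ng, 13583.5 ± 298 with 3 ng and 7409.5 ± 1525 with 30 pg (SD, n = 2 each). The merged libraries gave 17097, 14659 and 9371 genes. Thinned to 1013542 counts, the total of the shallowest library, the means were 12477, 10247.5 and 7168.5 genes, in the same order. This total includes Rn45s, so that the depth on other genes still differed between amounts. The fall from 3 ng to 30 pg is larger than the spread between replicates when a gene counts as detected with at least 1 count. With an RPKM of at least 1, the numbers were 10136, 7005 and 7636, with more genes for 30 pg than for 3 ng. In numbers of genes, 30 pg reached 54.8% of 300 ng, and 38.1% without replicate 1. From these numbers the paper concludes that fewer genes are identified with less starting RNA.

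**Figure D2:**
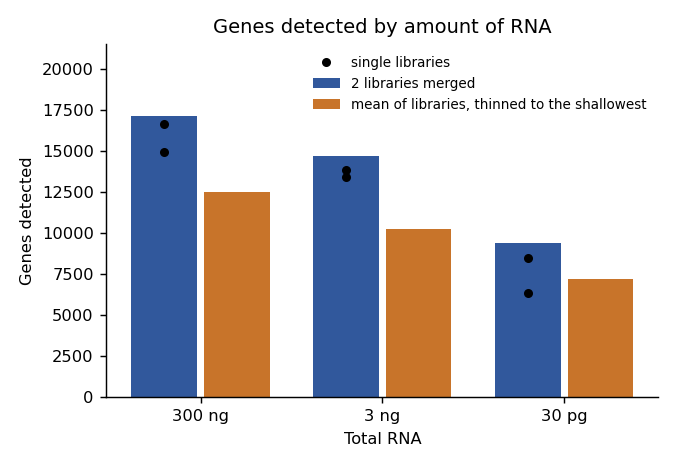
Genes detected with 300 ng, 3 ng and 30 pg of total RNA. The bars give the number in the 2 merged libraries and the mean of single libraries thinned to 1013542 counts, and the black points are single libraries. Both kinds of bar fall with the amount, to 9371 and 7168.5 genes with 30 pg.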

### SET-seq can be used to jointly profile the epigenome and transcriptome in a low number of cells, even in single cells

Thereafter, we applied this reaction condition to profile cytoplasmic RNA extracted using the SET-seq method in vivo. 

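In SET-seq, cells are lysed, beads then bind the nuclei for the profiling of chromatin, and the supernatant with the cytoplasmic RNA is treated with DNase I, reverse transcribed and tagmentated at 37 °C for 5 min. Libraries of 10, 100, 1000 and 10000 cells were deposited, 2 each, as counts made in the same way as those of the in vitro libraries. Replicates 1 and 2 held 4618138 and 235040 counts with 10 cells, 8375342 and 1487081 with 100 cells, 9023045 and 243741 with 1000 cells, and 7066108 and 5520202 with 10000 cells. Rn45s took 12.6% to 22.0% of the counts. Replicate 1 was the deeper library in each number, so that the merged profiles of all but the 10000 cells come mostly from it.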

The sequencing results were stable and highly correlated when 10,000 1,000, 100 and 10 cells were used as starting materials (Fig. 1c and Supplementary Fig. S4a–c). Additionally, we analyzed the stabilities of epigenomic profiles of SET-seq using H3K27me3 antibodies in 10–10,000 cells and performed SET-seq to analyze H3K27me3 profiles in four replicates. 

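Between merged cell numbers, r on log2(RPKM + 1) across all genes ranged from 0.953, for 10 against 10000 cells, to 0.991, for 100 against 1000 cells, with a median of 0.974 over 6 pairs. The replicates had r = 0.786 with 10 cells, 0.967 with 100, 0.953 with 1000 and 0.985 with 10000 cells. Replicate 1 sets the values between cell numbers. The lowest r was 0.944 without replicate 2, and 0.778 without replicate 1, for 10 against 1000 cells. The merged libraries detected 11814 genes with 10 cells, 14168 with 100, 15470 with 1000 and 19895 with 10000 cells. Thinned to 235040 counts, Rn45s included, the means of single libraries were 7680.5, 10096.5, 10342 and 10905.5 genes.

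**Figure D3:**
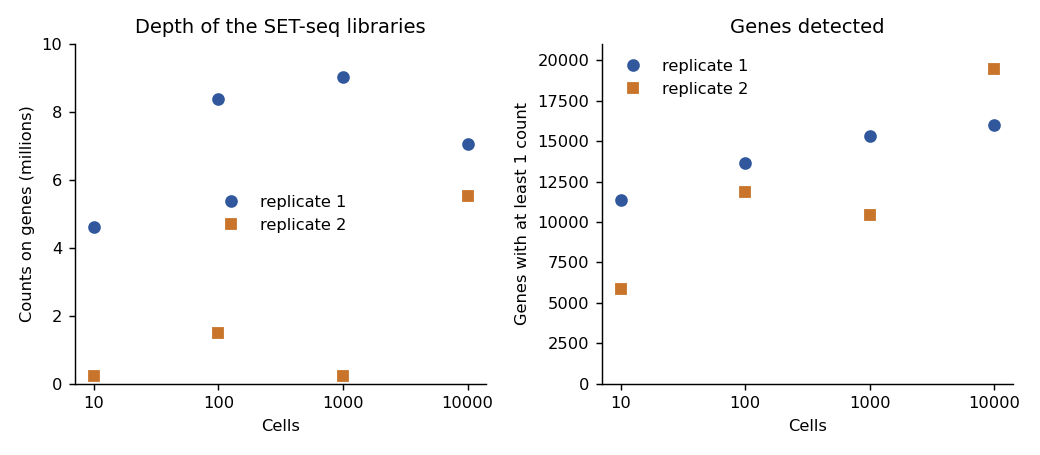
Left, depth as counts on genes, and right, genes with at least 1 count, for SET-seq libraries of 10, 100, 1000 and 10000 cells. The symbols separate replicates 1 and 2, 1 library each. With 10 cells, replicate 1 detected 11332 genes and replicate 2 detected 5829.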

The peak distributions of H3K27me3 SET-seq were similar to H3K27me3 ChIP-seq in the ENCODE project ENCSR059MBO [https://www.encodeproject.org/experiments/ENCSR059MBO/] (Input control data ENCSR326ULS [https://www.encodeproject.org/experiments/ENCSR326ULS/ENCSR326ULS) (Supplementary Fig. S5a). Moreover, the SET-seq signals from 10, 100, and 1,000 cells were highly enriched at the peaks corresponding to 10,000 cells (Supplementary Fig. S5b). We measured the SET-seq accuracies by constructing a receiver operating characteristic curve (ROC)^49^ and detected high area under the curve (AUC) values ranging from 0.801 to 0.982 (Supplementary Fig. S5c). These results indicate that the transcriptional and epigenomic libraries constructed using SET-seq are reproducible when different numbers of cells are used as starting material.

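Among the genes detected in both replicates, the R² of linear RPKM was 0.969 with 10 cells, 0.936 with 100, 0.922 with 1000 and 0.986 with 10000 cells, over 5347, 11306, 10282 and 15534 shared genes. On the log2 scale it was 0.637, 0.912, 0.879 and 0.974. The number of genes detected with 10 cells was 59.4% of that with 10000 cells, and 30.0% without replicate 1. From the correlations between cell numbers, together with peak distributions, signal at peaks and ROC curves of H3K27me3, which were not analysed here, the paper concludes that SET-seq is reproducible when the number of cells changes.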

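In these libraries the nuclei bound to beads were incubated with an H3K4me3 or an H3K27me3 antibody, and the supernatant removed from the beads gave the gene expression of the same cells. The expression counts of 100, 1000 and 10000 cells were deposited for both antibodies, with 2 libraries per condition and 12 in all. They held between 1440010 and 8602574 counts, with a median of 4489210, and Rn45s took 15.2% to 34.2% of them. The handling followed the SET-seq libraries above, whose labels name no antibody. The genomic libraries were not analysed here, as the tests below concern gene expression.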

We applied H3K4me3 and H3K27me3 SET-seq in 100 to 10,000 cells. We assigned epigenomic signals to the closest promoter and then selected genes with both epigenomic and transcriptional signals in H3K27me3 and H3K4me3 SET-seq to jointly compare gene expression levels and enrichments of histone marks. We then scaled the epigenomic and transcriptional signals in the same sample with the *Z* score and clustered the genes based on H3K4me3 and H3K27me3 signals. The corresponding expression levels of each gene were marked accordingly (Fig. 1d). Three major clusters were generated from H3K4me3 and H3K27me3 signals. In Cluster 1, genes showing low H3K4me3 and high H3K27me3 enrichment were expressed at low levels. In Cluster 2, high H3K4me3 and low H3K27me3 enrichment were detected at these genes, which were expressed at high levels. Moderate H3K4me3 and H3K27me3 levels were detected as bivalent histone marks in Cluster 3 genes, which were expressed at low levels. This pattern recapitulated the correlations between histone marks and gene expression, where the active histone mark H3K4me3 correlated with high levels of gene expression, the repressive histone mark H3K27me3 correlated with low gene expression levels, and bivalent H3K4me3 and H3K27me3 were associated with repressed genes in mESCs. In addition, we performed a Gene Ontology (GO) analysis using the clustered genes from 10,000 cells (Supplementary Fig. S5d). Genes in Cluster 1 with high H3K27me3 levels were mainly enriched in ion transport-associated terms. Genes in Cluster 2 with high H3K4me3 levels were enriched in cell cycle- and signal transduction-linked terms. Cluster 3 genes with both H3K27me3 and H3K4me3 signals were annotated as differentiation- and development-associated terms. This result was consistent with the findings that bivalent genes, which were enriched with both H3K27me3 and H3K4me3, were mainly differentiation marker genes in mESCs^50^. Because two histone marks, H3K4me3 and H3K27me3, along with gene expression needed to be detected for the same gene, fewer genes were detected when 100 cells were used as the starting material. 

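From gene expression alone, the merged libraries of 100 cells detected 13701 genes with the H3K4me3 antibody and 13095 with the H3K27me3 antibody. With 1000 cells the numbers were 17250 and 16807, and with 10000 cells 16166 and 19334. Single libraries of 100 cells detected 12517 ± 243 and 11880 ± 109 genes (SD, n = 2 each), against 14672 ± 86.3 and 17088.5 ± 2245 with 10000 cells. These differences exceed the variation between the replicates. At an equal total of 1440010 counts, of which Rn45s took 24.5% to 30.4% in the libraries of 100 cells and 15.2% to 23.4% in those of 10000 cells, the means for 100 cells were 11808 and 11444 genes, those for 1000 cells 13669.5 and 13584.5, and those for 10000 cells 14298 and 15627. The depth outside Rn45s was thus lower with 100 cells. Across all genes, the 15 pairs of conditions had r between 0.976, for 100 against 10000 cells with H3K27me3, and 0.994, with a median of 0.987. The paper reasons that fewer genes are found with 100 cells because both marks and the expression have to be detected for the same gene.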

The classified clusters from 100 cells were less distinct than the clusters obtained from larger numbers of cells. We detected approximately 2,000 to 5,000 genes in one cluster when 1000 or 10,000 cells were used. When 100 cells were used as the starting material, the genes with detected H3K27me3, H3K4me3 and gene expression signals decreased to approximately 300 to 800 in each cluster. These data indicate that when bulk cells are used to detect both H3K4me3 and H3K27me3 along with gene expression signals, at least 1,000 cells are optimal for this specific application.

We profiled gene expression in 48 single mESCs using single-cell SET-seq (scSET-seq) in 3 independent experiments to extend our SET-seq method to an even lower number of cells. 

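The 48 cells are those of the first 3 H3K27me3 experiments, 16 cells each, whose gene numbers per cell match the paper's Source Data for all 48 cells. Reads carried indexes for the single cells. The authors assigned them with zUMIs 2.7.1c, aligned them to mm9 and counted reads on exons and introns, without molecular identifiers and without normalization. All cells were used, before the quality control of the later experiments, which 29 of the 48 pass. Total counts per cell ranged from 29966 to 4523097, with a median of 1495419. The medians per experiment were 1661220, 1742921 and 888370.5. A gene was taken as detected in a cell with at least 1 count.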

Tn5 transposomes with different combinations of i5 and i7 barcodes were applied to facilitate library preparation. Moreover, the structure of the DNA library was designed to be similar to TruSeq libraries to enable it to be sequenced with other conventional Illumina libraries together (Methods)^51^. Compared to 4,206 genes detected using Smart-seq2 GSE151334 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151334], which revealed the most genes per cell among commercially available approaches, scSET-seq had a similar sensitivity, capturing an average of 4,665 genes per cell (Fig. 1e). 

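The 48 cells had a mean of 4665.8 genes per cell. The 3 experiments had means of 5171, 5202 and 3624 genes, a spread of 902 (SD, n = 3). Single cells ranged from 2032 to 6689 genes. The mean depends on depth and on the threshold: with at least 2 counts per gene it was 3505, and 2992 with the cells thinned to 250000 counts, a depth that 45 of the 48 cells reach. The Smart-seq2 cells were not analysed here. From the gene number per cell, the paper concludes that scSET-seq has a sensitivity like that of Smart-seq2.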

The diversity of the total detected genes across 48 single cells was similar between scSET-seq and Smart-seq2 (Fig. 1f). These two methods reached a plateau of saturation at approximately 2 million total reads (Supplementary Fig. S6a). In addition, we compared the fractions of intragenic and intronic reads among scSET-seq, Smart-seq2, Paired-Tag^43^, and 10x genomics^43^. 

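In the 48 cells together, 15348 genes were detected in at least 1 cell. Of these, 295 were detected in every cell and 1411 in a single cell. The 3 experiments detected 13702, 13699 and 13372 genes, of which 1994, 1907 and 344 were found in all 16 cells.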

The library construction methods were similar between scSET-seq and Smart-seq2, which were based on whole cDNA fragments, and between 10x genomics and Paired-Tag, which mainly detected the 3’ end of cDNAs. As previously reported^52^, the ratios of intragenic reads and intronic reads were both lower in Smart-seq2 data than in 10x genomics data (Supplementary Fig. S6b and c). The scSET-seq and Paired-Tag approaches were similar to Smart-seq2 and 10x genomics based on the ratios of intragenic and intronic reads, respectively. Similar to Smart-seq2, the gene expression libraries of scSET-seq were constructed without unique molecular identifiers (UMIs), which are widely used in 3’ RNA–seq techniques, such as 10x genomics, to distinguish unexpected PCR duplications and rare mutation variants.

Furthermore, we applied scSET-seq to H3K27me3 and H3K4me3 in 480 mESCs. Five independent experiments with 96 cells in each batch were performed for H3K27me3 and H3K4me3 scSET-seq (Supplementary Dataset 1). The aggregated single-cell profiles recapitulated the bulk ChIP-seq data, as shown in Integrative Genomics Viewer (IGV) examples (Fig. 1g). We also compared scSET-seq to scATAC-seq and Paired-Tag to determine the accuracy of signals detected in single cells. The fraction of reads in peaks (FRiPs) was comparable and similar between scSET-seq and Paired-Tag, both of which were higher than scATAC-seq (Fig. 1h). We also noticed higher FRiPs for H3K4me3 than for H3K27me3 in both Paired-Tag and scSET-seq. The mean and median numbers of unique fragments detected using H3K27me3 and H3K4me3 scSET-seq (Mean: H3K27me3 2,682, H3K4me3 7,193, Median: H3K27me3 1,633, H3K4me3 4,601) were similar to those detected using Paired-Tag (Mean: H3K27me3 3,992, H3K4me3 7,969, Median: H3K27me3 3,067, H3K4me3 6,225), respectively (Supplementary Fig. S6d). We sequenced more than 2 million reads per cell to reach the saturation of unique fragments recovered. Moreover, we called peaks from the bulk SET-seq data of 10,000 cells, merged scSET-seq results, and ENCODE data for H3K27me3 ENCSR059MBO [https://www.encodeproject.org/experiments/ENCSR059MBO/] and H3K4me3 ENCSR000CGO [https://www.encodeproject.org/experiments/ENCSR000CGO/], respectively. The peaks called from bulk SET-seq largely overlapped with the corresponding ENCODE data. Peaks called from merged scSET-seq data overlapped well with bulk SET-seq and ENCODE data (Supplementary Fig. S6e and f). Together, these results indicate that SET-seq is useful to analyze both the epigenome and transcriptome in the same cells, even in single cells.

### Transcriptome analysis of H3K27me3 and H3K4me3 scSET-seq identifies cell clusters in localized Wnt3a-induced asymmetric mESCs division

Previous studies have shown that Wnt3a-coated beads induce the asymmetric division of mESCs^12^. Using an *mCherry*-based reporter for *Nanog*, we also detected that when parental cells were attached to Wnt3a-coated beads, the divided daughter cells proximal to beads showed a higher level of *Nanog* than the cells distal to beads (Supplementary Fig. S7a). We further tested the activation mediated by Wnt3a-coated beads by analyzing the expression of pluripotency markers in bulk cells. We seeded cells with a large amount of Wnt3a-coated beads such that almost all cells were attached to Wnt3a beads when we collected samples. Cells treated with the WNT3a protein were used as the positive control. Consistent with previous reports^12^, the expression of *Nanog* and *Axin2*, but not *Oct4*, in cells treated with Wnt3a beads was increased compared to cells treated without beads (Supplementary Fig. S7b). We then profiled H3K27me3 and H3K4me3 levels in bulk cells with or without WNT3a treatment. Interestingly, H3K27me3 peaks changed dramatically upon WNT3a treatment, whereas H3K4me3 peaks largely overlapped between untreated and treated cells (Supplementary Fig. S7c). This difference in the change of H3K27me3 and H3K4me3 levels prompted us to further analyze how the epigenome and transcriptome were altered during asymmetric cell division.

Stem cells undergoing asymmetric cell division pose challenges to single-cell analyses because, unlike the majority of cells, a small portion of cells divide symmetrically^12^. The single-cell epigenome and transcriptome provided a unique perspective to illustrate the Waddingtonian landscape of cell fate decisions. We then conducted H3K27me3 and H3K4me3 scSET-seq analyses of mESCs with localized Wnt3a signaling. Since the cells proximal and distal to beads were unable to be sorted using conventional marker-based approaches, such as fluorescence-activated cell sorting (FACS), we manually examined cells adjacent to beads and transferred the proximal and distal daughter cells into 96-well plates to perform indexed scSET-seq. We picked the cells without predetermining the *Nanog* signal to avoid the biased selection of mESCs. Tn5 transposomes with indexed i5 and i7 primers were used to barcode the individual cells (Supplementary Dataset 2). After the direct tagmentation of mRNA/cDNA hybrids and antibody-guide tagmentation of genomic DNA, samples were pooled, PCR indexed, and sequenced (Fig. 2a). 

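Cells were cultured with Wnt3a-coated beads for about 12 h. The paired daughter cells were separated and picked by mouth pipette, and each was recorded as proximal or distal to the bead. The indexed transposomes gave every cell a combination of barcodes, so that the cells of an experiment were pooled. The deposited gene expression consists of read counts per gene and cell for exons and introns, made with zUMIs 2.7.1c without molecular identifiers or normalization. The tables hold 384 cells with 17622 genes for H3K27me3 and 368 cells with 17142 genes for H3K4me3, 192 proximal and 192 distal cells in the first and 184 of each in the second. Total counts per cell ranged from 4749 to 4523097 for H3K27me3, with a median of 191969, and from 379 to 2075839 for H3K4me3, with a median of 103417.5. The epigenomic profiles of the cells were not analysed here. Clusters were taken from the paper's list of cells. Since cells of one experiment are not independent, the counts of cells were summed per experiment and group for tests of genes, and shares were compared within experiments.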

We performed H3K27me3 and H3K4me3 scSET-seq in 384 and 368 cells, respectively, generating 1,504 genome-wide profiles. 

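The experiments differ in size and depth. For H3K27me3 they held 16 to 64 cells, and the median total counts of the cells that pass the quality control ranged from 9861 in experiment 4 to 1533609 in experiment 1. For H3K4me3 they held 48 or 64 cells, with medians from 50755 in experiment 4 to 565236 in experiment 1, where 4 cells pass. Comparisons of proximal with distal cells used sums of at least 3 cells per position, which 14 of the 16 experiments provide, 9 with H3K27me3 and 5 with H3K4me3. These 28 sums held 54144 to 15434438 counts.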

H3K27me3 and H3K4me3 scSET-seq were conducted in 10 and 6 independent experiments, respectively.

**Fig. 2:**
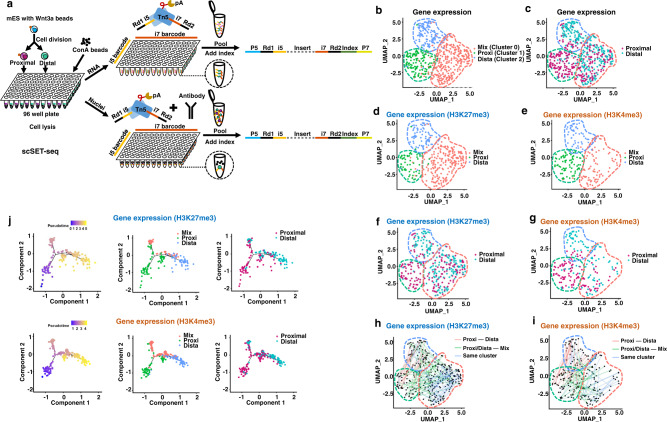
scSET-seq is able to identify the cell clusters in Wnt3a beads induced asymmetric cell division in mESCs. **a** Schema showing the process of scSET-seq. Epigenome and transcriptome were indexed by transposomes before pooling and library construction. **b** Uniform Manifold Approximation and Projection (UMAP) embedding showing the clustering of cells from H3K27me3 and H3K4me3 scSET-seq by gene expressions. To increase the reproducibility, the gene expressions of H3K27me3 and H3K4me3 scSET-seq were merged for clustering. Each dot represented a single cell. See main text for the definition of clustering name. **c** Colored map showing the relative position of cells to Wnt3a beads. Cells proximal to beads were marked garnet and distal to cells were marked cyan. **d**, **e** UMAP clustered cells were subdivided into H3K27me3 scSET-seq (**d**) and H3K4me3 scSET-seq (**e**). **f**, **g** Colored map showing the relative position of cells to Wnt3a beads in H3K27me3 scSET-seq (**f**) and H3K4me3 scSET-seq (**g**). Cells proximal to beads were marked garnet and distal to cells were marked cyan. **h**, **i** Paired daughter cells were lined up showing their distributions among cell clusters. Two daughter cells from the same parental cell were identified by their index in H3K27me3 scSET-seq (**h**) and H3K4me3 scSET-seq (**i**). Red lines indicated the paired cells were between Proxi and Dista cluster, green lines indicated the two daughter cells were between Proxi/Dista cluster and Mix cluster, and blue lines connected cells inside the same cluster. **j** Pseudotime analysis of single-cell lineages using H3K27me3 and H3K4me3 scSET-seq transcriptional data. The left panels showed the pseudotime scores across the branches. The cell clusters were marked in the middle panels. Relative positions to Wnt3a beads were marked in the right panels. Source data are provided as a Source Data file.

We then filtered the cells with gene expression profiles and obtained 335 and 210 cells in H3K27me3 and H3K4me3 scSET-seq that passed the quality control criteria (Methods), respectively (Supplementary Dataset 3). 

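The deposited tables give these numbers when a cell passes with more than 1000 and fewer than 5000 genes. Of the 384 H3K27me3 cells, 27 had too few genes and 22 too many. Of the 368 H3K4me3 cells, 114 had too few and 44 too many. The share of passing cells was 87.2% for H3K27me3 and 57.1% for H3K4me3. The passing cells had medians of 2312 and 2080.5 genes and of 199766 and 104474.5 counts. At H3K4me3, 60 of the cells with too few genes came from experiment 1 and 42 of those with too many from experiment 6. The lower limit moved the numbers most: with at least 2000 genes, 208 and 117 cells pass.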

We merged the transcriptional profiles of H3K27me3 and H3K4me3 scSET-seq to improve the reproducibility of dimensional reduction. We performed batch correction by conducting a canonical correlation analysis (CCA) to address technical variances, such as processing and individual variation of single cells. Three main clusters were then identified by the shared nearest neighbor modularity optimization algorithm in Seurat^53^ (Fig. 2b). Because we indexed the proximal and distal cells with distinct barcodes, we then marked the clustered cells with proximal and distal tags (Fig. 2c). 

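The position of the cells was compared between clusters, with Cluster 0 first. It held 291 cells, 133 proximal and 158 distal, which is 45.7% proximal (95% Wilson interval 40.1% to 51.4%). To compare within experiments, the share of each cluster among the proximal and among the distal cells was taken in each of 14 experiments. Cluster 0 took 38.8% of the proximal and 51.7% of the distal cells, means that weight experiments equally. The difference, -13.0 percentage points (SD 7.88, n = 14 experiments), was negative in 13 of 14 experiments (exact sign-flip permutation test over experiments, two-sided, p = 0.000244, adjusted over the 3 clusters p = 0.000366).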

Interestingly, cells in Cluster 0 were enriched with both proximal and distal cells. 

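Cluster 1 held 114 proximal and 19 distal cells, which is 85.7% proximal (95% Wilson interval 78.8% to 90.7%). It took a mean of 46.4% of the proximal cells of an experiment and 10.1% of the distal cells. The difference of 36.3 points (SD 22.4, n = 14 experiments) was positive in all 14 experiments (exact sign-flip permutation test, two-sided, p = 0.000122, the smallest value that 14 experiments allow). Cluster 2 held 31 proximal and 90 distal cells, 25.6% proximal (95% Wilson interval 18.7% to 34.1%). Its mean share was 14.8% of the proximal and 38.1% of the distal cells, a difference of -23.3 points (SD 22.0, n = 14), negative in 12 experiments (same exact permutation test, p = 0.0011). The alternative that moved these results most was taking the 5 H3K4me3 experiments alone, where the differences were -14.2, 44.8 and -30.6 points for Clusters 0, 1 and 2, each at p = 0.0625, the smallest value that an exact permutation test of 5 experiments can give.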

Cluster 1 was mainly composed of cells proximal to Wnt3a beads, while cells in Cluster 2 were labeled as distal to Wnt3a beads. 

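Without the clusters, gene expression of proximal and distal cells was compared on sums per experiment and position, with the experiment as a block in edgeR's quasi-likelihood test. The sums covered 269 proximal and 264 distal cells. Of 4842 genes tested, 0 had an adjusted p below 0.05 and 177 an unadjusted p below 0.05. DESeq2 found 28 genes, and limma on mean log2 values per cell found 0. In simulated data of this design, 13.1% of genes changed 4-fold were recovered, and 92.0% of genes changed 16-fold.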

We then marked Cluster 1 with the most proximal cells as Proxi, Cluster 2 mainly with the distal cells as Dista, and Cluster 0 with mixed cells as Mix. The GO enrichment analysis showed that marker genes in the Mix cluster were enriched for neuron interaction- and differentiation-associated terms, while marker genes in the Dista and Proxi clusters were enriched for RNA processing (Supplementary Fig. S8a–c). In particular, the GO terms in the Dista cluster were annotated to several nucleoside triphosphate metabolic process terms. This process participates in erythroid differentiation^54^, T cell lineage differentiation^55^, and neurogenesis^56^. Differentiation-associated terms may have been overridden by the nucleoside triphosphate metabolic process terms. Previous studies^12^ and our bulk cell analysis using RT–PCR (Supplementary Fig. S7b) have shown that *Nanog* and *Rex1* are expressed at high levels in proximal cells. We then analyzed the expression of *Nanog* and *Rex1* among different clusters of cells and found that they were expressed at higher levels in Proxi cells, which were enriched with proximal cells (Supplementary Fig. S9).

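Nanog lies on chromosome 6 from 122657507 to 122664651, and Rex1, listed as Zfp42, on chromosome 8 from 44380421 to 44392363. Counts on Nanog were present in 64.7% of Proxi, 66.9% of Dista and 27.5% of Mix cells, and counts on Zfp42 in 64.7%, 67.8% and 32.0%. Averaged over cells, log2(CPM + 1) of Nanog was 3.77 in Proxi, 4.20 in Dista and 1.27 in Mix cells, and that of Zfp42 was 3.90, 4.40 and 1.51. These shares and averages also compare experiments, since H3K27me3 experiments 8, 9 and 10 held 56, 43 and 54 of the 291 Mix cells. In experiments 8 and 9, Mix cells had rank correlations of -0.001 and -0.031 with bulk SET-seq, and other cells 0.003 and -0.021. Each cluster was also compared with the mean of the other 2 on sums per experiment in edgeR. In Proxi, the log2 fold change was -0.03 for Nanog (standard error 0.69, adjusted p = 0.992) and 0.13 for Zfp42 (standard error 0.61, adjusted p = 0.963), with the experiment as a block and 5581 genes tested. In Mix, it was -0.19 for Nanog (edgeR, adjusted p = 0.953) and -0.80 for Zfp42 (edgeR, adjusted p = 0.723). This test recovered 0% of genes changed 4-fold in simulated data of the Mix comparison, so that not passing it says little. With limma on mean log2 values per cell, Nanog was lower in Mix with a log2 difference of -1.27 (adjusted p = 0.0467).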

We then split the cells based on their profiled histone marks: H3K27me3 (Fig. 2d) and H3K4me3 (Fig. 2e). 

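The shares of the clusters at both positions were compared within each mark. In H3K27me3 scSET-seq, Proxi held 52 proximal and 6 distal cells, Dista 21 and 48, and Mix 98 and 110. In H3K4me3 scSET-seq, Proxi held 62 and 13 cells, Dista 10 and 42, and Mix 35 and 48. Over the 9 H3K27me3 experiments, the proximal minus distal share was 31.5 points for Proxi (p = 0.00391), -19.2 for Dista (p = 0.0312) and -12.3 for Mix (p = 0.00781), by the exact sign-flip permutation test. The effects of position in both marks were then compared over all 2002 assignments of the mark to the 14 experiments. The H3K4me3 effect minus the H3K27me3 effect was 13.3 points for Proxi (exact permutation p = 0.303), -11.4 for Dista (p = 0.366 in this permutation test) and -1.93 for Mix (permutation p = 0.680).

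**Figure D4:**
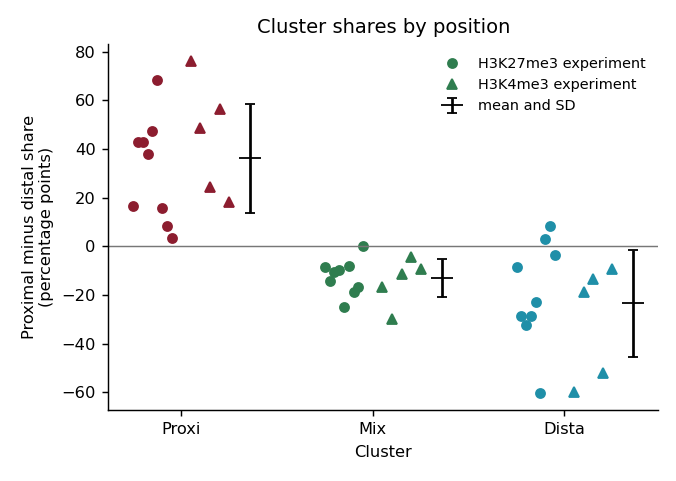
Share of a cluster among the proximal cells minus its share among the distal cells, in percentage points, for Proxi, Mix and Dista. Each symbol is an experiment, circles for H3K27me3 and triangles for H3K4me3, and the black bars are the mean and SD over 14 experiments. All 14 values of Proxi lie above 0.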

Not surprisingly, three clusters were segregated well into proximal and distal cells when divided based on H3K27me3 scSET-seq (Fig. 2f) and H3K4me3 scSET-seq (Fig. 2g) data. Furthermore, the expression profiles of marker genes in each cluster were similar between H3K27me3 and H3K4me3 scSET-seq results (Supplementary Fig. S10a–d). 

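Whether cluster differences depend on the mark was tested as a cluster by antibody interaction in edgeR on 36 sums per experiment and cluster. Of 5581 genes, 0 had an adjusted p below 0.05 and 307 an unadjusted p below 0.05. DESeq2 found 0 and 327. In simulated data of this design, 0% of genes changed 4-fold in one mark and 2.01% of those changed 16-fold were recovered. Cluster differences themselves were called by an adjusted p below 0.05 and an absolute log2 fold change above 1. The Mix cluster had 2 such genes, Arhgap32 (log2 fold change 1.90) and Dgkd (5.52), and the Proxi cluster 1, 1700017B05Rik (5.19), all named after their values were seen. The Dista cluster had 0. In simulated data of the Mix comparison, 0% of genes changed 4-fold were recovered. At an unadjusted p below 0.05 there were 769, 432 and 354 genes for Mix, Proxi and Dista. These counts depend on the method. The paper drew the clusters from the same expression values, so that genes called between them are not independent of the clustering. DESeq2 called 414, 88 and 76 genes, and limma on mean log2 values per cell 164, 0 and 27.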

Because the two daughter cells were picked as pairs, we projected the cells in the same pair to examine how the daughter cells were distributed among cell clusters (Fig. 2h, i). 

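The paper's tables do not list the pairs in words, so that cells in neighbouring wells of a row, 1 proximal and 1 distal, were taken as a pair, a reading of the plate layout. Of 376 pairs, 249 had both cells pass the quality control. Of these, 97 lay inside the Mix cluster and 47 between Proxi and Dista, all 47 with the proximal cell in Proxi. There were 50 pairs of Proxi with Mix and 24 of Mix with Dista. To see how many pairs the cluster sizes alone give, partners were shuffled within each of 13 experiments with 244 pairs. Inside Mix, 96 pairs compare with 94.5 from shuffling (exact sign-flip permutation test over experiments, p = 0.639), and between Proxi and Dista 46 pairs with 49.7 (same permutation test, p = 0.336). These p-values are 2 of 6, and all 6 are at or above 0.656 after adjustment. Pairs read wrongly from the plate would also lie near the shuffled numbers, so this result cannot separate a wrong reading from cluster sizes. In H3K27me3 experiments 8, 9 and 10, nearly every cell is in Mix on the distal side, so that shuffling hardly changes their pairs inside Mix. Without these experiments, 30 pairs inside Mix compare with 28.5 (same permutation test, p = 0.629). With the H3K27me3 experiments alone, observed minus shuffled pairs were -2.04 inside Mix and -4.77 between Proxi and Dista, below shuffling in 6 of 8 experiments and above it in 0 for both. The exact permutation p, without adjustment, was 0.0312 for both, the smallest that 6 experiments apart from shuffling can give. Shuffling over all experiments of an antibody moved the numbers most, to 71.9 pairs inside Mix and 36.9 between Proxi and Dista.

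**Figure D5:**
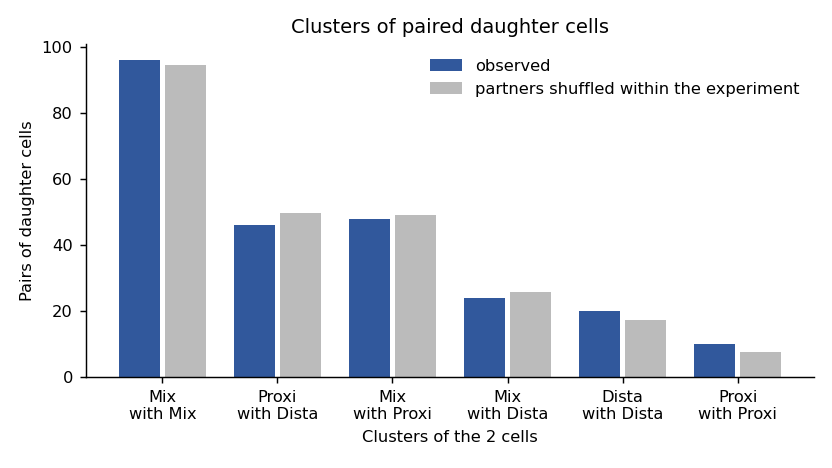
Number of pairs, read from neighbouring wells, for each combination of clusters in 13 experiments. Blue bars are the observed pairs and grey bars the mean when partners are shuffled within the experiment. The 2 bars differ by less than 4 pairs in each combination.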

Most daughter cells were paired between the Proxi and Dista clusters, as well as inside the Mix cluster. 

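With cells in neighbouring wells taken as pairs, 10 of 249 pairs lay inside the Proxi cluster and 21 inside the Dista cluster. In the 13 experiments used for shuffling, there were 10 pairs inside Proxi, against 7.59 from shuffled partners (exact sign-flip permutation test, p = 0.297), and 20 inside Dista, against 17.3 (permutation p = 0.109). In H3K27me3 scSET-seq there were 3 and 13 such pairs, and in H3K4me3 scSET-seq 7 and 8.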

No cells were paired inside the Proxi or Dista clusters. Nevertheless, we found that half of the cells in the Proxi/Dista cluster were paired with cells in the Mix cluster, suggesting that one of the daughter cells is at a modest differentiation stage in these pairs. 

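With pairs read from neighbouring wells, 50 of 133 Proxi cells had a partner in Mix, which is 37.6% (95% Wilson interval 29.8% to 46.1%). For Dista it was 24 of 121 cells, or 19.8% (95% Wilson interval 13.7% to 27.8%). The partner failed the quality control for 16 Proxi and 8 Dista cells. Among the cells whose partner passed, the shares were 42.7% and 21.2%. In the 13 experiments, 48 pairs of Mix with Proxi compare with 49.2 from shuffling within experiments (exact sign-flip permutation test, p = 0.828), and 24 of Mix with Dista with 25.8 (permutation p = 0.629). From the pairs with the Mix cluster, the paper proposes that 1 of the daughter cells is at a modest stage of differentiation.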

The proportions of clustered cells were 24.4% for the Proxi cluster, 22.2% for the Dista cluster, and 53.4% for the Mix cluster. 

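The 545 cells were divided into 133 in Proxi, 121 in Dista and 291 in Mix. The shares are 24.4% (95% Wilson interval 21.0% to 28.2%), 22.2% (18.9% to 25.9%) and 53.4% (49.2% to 57.5%). The Mix share differed between experiments, from 8.82% in H3K4me3 experiment 2 to 96.4% in H3K27me3 experiment 10, a spread far beyond these intervals, which cover the counting of cells alone.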

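The Dista cluster held 31 proximal cells and the Proxi cluster 19 distal cells. Together these 50 cells are 9.17% of the 545 passing cells (95% Wilson interval 7.03% to 11.9%) and 19.7% of the 254 cells of both clusters. With neighbouring wells as pairs, 0 of 249 pairs had the proximal cell in Dista and the distal cell in Proxi.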

Notably, we observed a small number of proximal cells in the Dista cluster and distal cells in the Proxi cluster, accounting for approximately 10% of the total cells. These data suggest that these cells are segregated as a reversed asymmetric division. Indeed, previous studies^12,15^ showed that approximately 15% of cells asymmetrically underwent reversed cell division, whereas distal cells showed higher *Nanog* signals than proximal cells. Moreover, the ratio of paired cells within the Mix cluster was 56.7% of cells in the Mix cluster. Therefore, the ratio of paired cells in the Mix clusters was 30.3% of the total cells. This result was similar to previous reports^12,15,57^ showing that approximately 25–30% of cells divided symmetrically. 

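Of the 291 Mix cells, 194 had a partner in Mix when neighbouring wells were taken as pairs, which is 66.7% (95% Wilson interval 61.1% to 71.8%). The partner was in Proxi for 50 of them and in Dista for 24, and for 23 it failed the quality control. Among Mix cells whose partner passed, the share was 72.4%.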

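These 194 cells are 35.6% of all 545 passing cells.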

Other cells comprised approximately 60% of the total cells, similar to the previously reported ratio of asymmetrically divided cells (~60%). The annotated clusters reflected the previously reported cell division modes at the level of ratios of cell behaviors.

We generated pseudotemporal ordering by ranking single cells with marker genes to identify trajectories of cell stages underlying Wnt3a-induced asymmetric cell division. Consistent with the observed cell division pattern, pseudotime reconstruction ordered sequentially Proxi and Dista clusters, with the Mix cluster branching in the middle stage (Fig. 2j). The Proxi cluster was located at the beginning of the trajectory, and the Dista cluster was located at the end of the trajectory. In addition, the Mix cluster, which initiated in the middle of the differentiation stage, was detected in one branch alongside the trajectory. This trajectory indicated differentiation progress from the early Proxi cluster to the late Dista cluster, whereas the Mix cluster occurred as a distinct differentiation lineage that differed from the asymmetrically divided cells. We also labeled cells with their positions relative to Wnt3a beads in the trajectories. Compared with distal cells, proximal cells were enriched at earlier stages. Proximal and distal cells were sorted at the middle branch corresponding to the Mix cluster. These patterns were revealed in both H3K27me3 and H3K4me3 scSET-seq data, further supporting the hypothesis that the sequencing results were reproducible and stable. Moreover, we performed STREAM (single-cell trajectory reconstruction, exploration and mapping) analysis^58^ to assign single cells for the reconstruction of developmental trajectories. This analysis recapitulated the branched Mix cluster and early Proxi cluster to the late Dista cluster, further supporting the accuracy of pseudotime reconstruction (Supplementary Fig. S11a). We merged the gene expression data from H3K27me3 and H3K4me3 scSET-seq and then projected several marker genes (*Cracr2a*, *4930438A08Rik*, *Aebp2*, *Rtl1*, *Rpl10a*, *Rnf7*, *Ndufb10*, *Rpl37*, and *Rps4x*) alongside the corresponding pseudotemporal trajectories to precisely compare changes in gene expression (Supplementary Fig. S11b). 

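In the merged tables, Cracr2a was counted in 83.2% of Mix, 42.9% of Proxi and 36.4% of Dista cells, and 4930438A08Rik in 90.0%, 71.4% and 68.6%. Aebp2 was counted in 92.1%, 77.4% and 82.6%. Rtl1, which shares 27.0% of its exon bases with 8 other genes, was counted in 6, 6 and 4 cells of Mix, Proxi and Dista. The other genes are given with the clusters they mark.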

The marker genes of the Proxi and Dista clusters were expressed at low levels during the branched stages of trajectories, which corresponded to the Mix cluster. 

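Rpl10a and Rnf7, shown for Proxi, had mean log2(CPM + 1) over cells of 8.60 and 3.77 in Proxi and 3.76 and 1.35 in Mix. Ndufb10, Rpl37 and Rps4x, shown for Dista, had 2.76, 8.20 and 9.32 in Dista and 0.44, 3.45 and 3.71 in Mix. Such means over cells also compare experiments, which differ in their share of Mix cells. In edgeR's test on sums per experiment, none of the 5 genes passed an adjusted p below 0.05 in its cluster. This says little, since simulated data of the Mix comparison gave a recovery of 0% at a 4-fold change and 75.4% at 16-fold. The log2 fold change against the mean of the other clusters was 0.79 for Rpl10a and 1.78 for Rnf7 in Proxi, and 3.83 for Ndufb10, 0.26 for Rpl37 and 0.49 for Rps4x in Dista. For Rnf7, DESeq2 passed the threshold in Proxi, and for Ndufb10 both DESeq2 and limma on mean log2 values per cell did in Dista.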

Meanwhile, the marker genes of the Mix cluster were expressed at low levels in the trajectory stages corresponding to the Proxi and Dista clusters. 

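Averaged over cells, log2(CPM + 1) of Cracr2a was 9.73 in Mix, 4.59 in Proxi and 3.09 in Dista, and that of 4930438A08Rik was 10.13, 6.20 and 5.59. On sums per experiment, neither gene passed an adjusted p of 0.05 in edgeR, a test that recovered 0% of simulated 4-fold changes. The log2 fold change in Mix was 0.80 for Cracr2a and 1.18 for 4930438A08Rik. The level of these genes also differs between experiments. The CPM of the Mix sums of Cracr2a ranged from 0 to 26093 over 15 experiments, with a median of 99.0. Their level in single cells exceeds that in bulk SET-seq, where counts cover exons alone, by log2 11.35 for Cracr2a and 12.39 for 4930438A08Rik.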

Please also note that the clusters in Supplementary Fig. S11b are presented in a one-dimensional plot to show the changes in genes among these three clusters. The Mix cluster, which branched from the Proxi cluster, was not an intermediate between the Proxi and Dista clusters. Together, using scSET-seq, we were able to identify the cell clusters and sets of marker genes during mESC division with localized Wnt signaling.

### Gene expression is correlated with H3K27me3 levels during mESC division induced by Wnt3a beads

We aggregated H3K27me3 and H3K4me3 signals in different clusters of cells and visualized their enrichments at the marker genes in each cluster to investigate how histone modifications were detected using scSET-seq. As shown in the IGV views, H3K27me3 and H3K4me3 were distributed around the marker genes and were enriched to different degrees among cell clusters (Fig. 3a). We then sought to annotate coassayed cells based on their epigenomic profiles at the single-cell level. We used the aggregated histone mark signals from each scSET-seq sample, called broad peaks for H3K27me3 and narrow peaks for H3K4me3, and then assigned the epigenomic signals to each gene utilizing the probabilistic topic modeling method in cisTopic^59^. We coembedded epigenomic and transcriptional datasets in the same cell for further analysis (Fig. 3b).

**Fig. 3:**
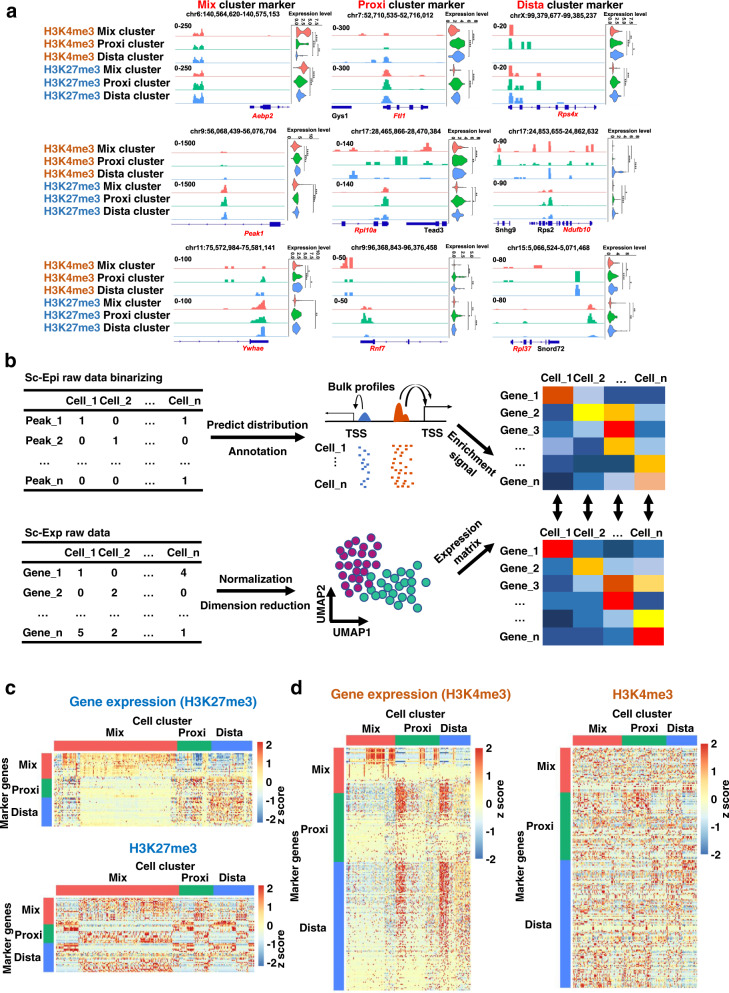
Epigenomic profiles of H3K27me3 and H3K4me3 scSET-seq are differently correlated with corresponding gene expressions. **a** Joint views showing the IGV examples of aggregated epigenomic signals and violin plots of expression levels. Three marker genes, which were labeled red at the bottom, of each cluster were shown. The epigenomic signals were aggregated from cells of the indicated cluster. *P* values were calculated by Student’s t-test, two-sided. *n* = 83 (H3K4me3 Mix cluster), 75 (H3K4me3 Proxi cluster), 52 (H3K4me3 Dista cluster), 208 (H3K27me3 Mix cluster), 58 (H3K27me3 Proxi cluster), and 60 (H3K27me3 Dista cluster) cells *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Exact *P* values were provided in Supplementary Dataset 4. **b** Schema showing the process of co-embedding of epigenomic and transcriptional profiles from scSET-seq. See main text for description. **c** Heatmaps showing the co-embedded signals in single cells. Marker genes with both H3K27me3 and transcriptional signals were shown. To assign the H3K27me3 signals, peaks that were called from the aggregated data were preferably annotated to genes within 3 Kb from their transcription starting sites, then to the closest genes within 500 Kb. **d** Same as in **c**, except H3K4me3 scSET-seq data were plotted. Source data are provided as a Source Data file.

We selected marker genes with detected signals for both the epigenome and transcriptome to visualize the H3K27me3 and H3K4me3 scSET-seq results in heatmaps (Fig. 3c, d). We noticed that fewer marker genes were selected in H3K27me3 scSET-seq data than in H3K4me3 scSET-seq data because H3K27me3 was not detected around the marker genes. H3K27me3 may represent a repressive mark for gene expression, leading to its low enrichment at marker genes with high expression levels. Gene expression heatmaps showed that cells were clustered well by the marker genes in H3K27me3 and H3K4me3 scSET-seq data. Cells were clustered well when we used H3K27me3 signals at the marker genes to generate the heatmap. However, H3K4me3 was distributed at marker genes in a disordered manner throughout clusters, indicating that H3K4me3 was not altered accordingly with gene expression changes.

Because the signals of the single-cell epigenome were low, preventing us from easily and directly comparing the correlations between epigenetic and transcriptional profiles, we sought to conduct module assignments calculated based on the signals detected in the transcriptome and epigenome. We integrated genes into functional modules by performing a weighted gene co-expression network analysis (WGCNA) and then calculated the correlations between epigenetic and transcriptional profiles (Supplementary Dataset 5). Similar to the heatmap visualizations of gene expression and histone marks (Fig. 3c, d), H3K27me3 signals were sorted into fewer modules than H3K4me3 signals (Supplementary Fig. S12a–d). H3K27me3 modules were correlated with the corresponding gene expression modules, showing remarkable conservation of H3K27me3 and gene expression (Fig. 4a and Supplementary Dataset 5). H3K4me3 modules were less correlated with corresponding gene expression modules (Fig. 4b and Supplementary Dataset 5). In addition, the ratio of significantly correlated modules was higher in H3K27me3 scSET-seq data (21.5%) than H3K4me3 scSET-seq data (10.7%).

**Fig. 4:**
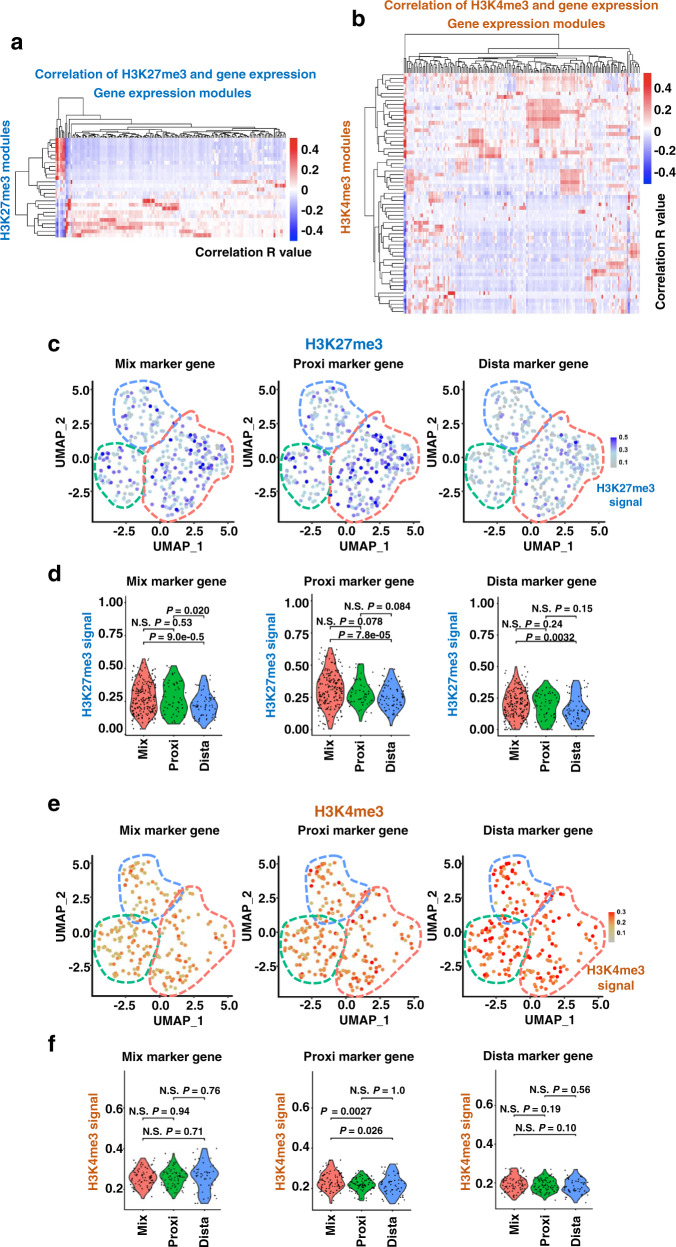
H3K27me3 is dynamically changed during mESC division with Wnt3a beads. **a** Heatmap showing the correlations between H3K27me3 modules and transcriptional modules defined by WGCNA. Pearson correlation coefficient was calculated by module scores. **b** Heatmap showing the correlations between H3K4me3 modules and transcriptional modules defined by WGCNA. Pearson correlation coefficient was calculated by module scores. **c** Enrichments of H3K27me3 at cluster marker genes in individual cells of H3K27me3 scSET-seq. Total levels of H3K27me3 at the Mix, Proxi, and Dista cluster marker genes were shown respectively. **d** Violin plots showing the summarized signals in each cluster of cells. Cells were divided into Mix, Proxi, and Dista clusters and shown as the *x*-axis. H3K27me3 signals at all marker genes from Mix, Proxi, and Dista clusters were shown respectively. *P* values were calculated by Student’s *t*-test, two-sided. N.S. Not Significant. *n* = 208 (H3K27me3 Mix cluster), 58 (H3K27me3 Proxi cluster), and 60 (H3K27me3 Dista cluster) cells. **e** Same as in **c**, except H3K4me3 scSET-seq was shown. **f** Same as in **d**, except H3K4me3 scSET-seq was shown. *P* values were calculated by Student’s *t*-test, two-sided. N.S. Not Significant. *n* = 83 (H3K4me3 Mix cluster), 75 (H3K4me3 Proxi cluster), and 52 (H3K4me3 Dista cluster) cells. Source data are provided as a Source Data file.

We calculated the total signals for cluster marker genes in each cell to further analyze how H3K27me3 and H3K4me3 were distributed in individual single cells. The H3K27me3 signal was high in the Mix cluster of cells when marker genes of three clusters were calculated (Fig. 4c and d). Notably, H3K27me3 signals at Mix cluster marker genes were higher in cells of the Proxi cluster than in cells of the Dista cluster. Unlike H3K27me3, H3K4me3 signals at marker genes were not significantly changed among the three clusters of cells (Fig. 4e, f). Furthermore, we aggregated the epigenomic profiles for each cluster of cells to detect the changes in the epigenome at the total level. H3K27me3 was enriched at the highest level at marker genes of the Mix cluster, while H3K4me3 was similarly enriched across each cluster of marker genes (Supplementary Fig. S13a). Moreover, we marked the cells through pseudotime trajectories with H3K27me3 and H3K4me3 signals of all marker genes. High H3K27me3 signals were detected at the branched stage corresponding to the Mix cluster compared with the start and end points, which corresponded to the Proxi and Dista clusters, respectively (Supplementary Fig. S13b). Meanwhile, H3K4me3 signals were steadily distributed across the trajectories (Supplementary Fig. S13c). Taken together, these results suggest that, unlike H3K4me3, H3K27me3 is correlated with changes in gene expression during Wnt3a-induced asymmetric cell division, playing important roles in the different behaviors of daughter cells.

### Clusters defined by H3K27me3 recapitulate the cell clusters classified by gene expression

We performed cluster annotations using the epigenomic datasets from H3K27me3 and H3K4me3 scSET-seq to further investigate the epigenomic changes during asymmetric cell division. After dimensional reduction, cells were classified into three main clusters based on H3K27me3 signals (Fig. 5a). Cluster 0 was composed of both proximal and distal cells, Cluster 1 was primarily composed of proximal cells, and Cluster 2 was mainly composed of distal cells (Fig. 5b). Thereafter, Clusters 0, 1, and 2 were named Mix, Proxi, and Dista, respectively. Similar to the clusters defined by the corresponding gene expression obtained from H3K27me3 scSET-seq data, two divided daughter cells were distributed mainly between Proxi and Dista clusters, between Proxi/Dista and Mix clusters, and inside Mix clusters (Fig. 5c). Accordingly, dimensional reduction by H3K4me3 signals clustered cells based on their positions relative to Wnt3a beads (Fig. 5d, e). However, two daughter cells were distributed completely between Proxi and Dista clusters and inside the Mix cluster (Fig. 5f), which was different from the results obtained from H3K27me3 scSET-seq.

**Fig. 5:**
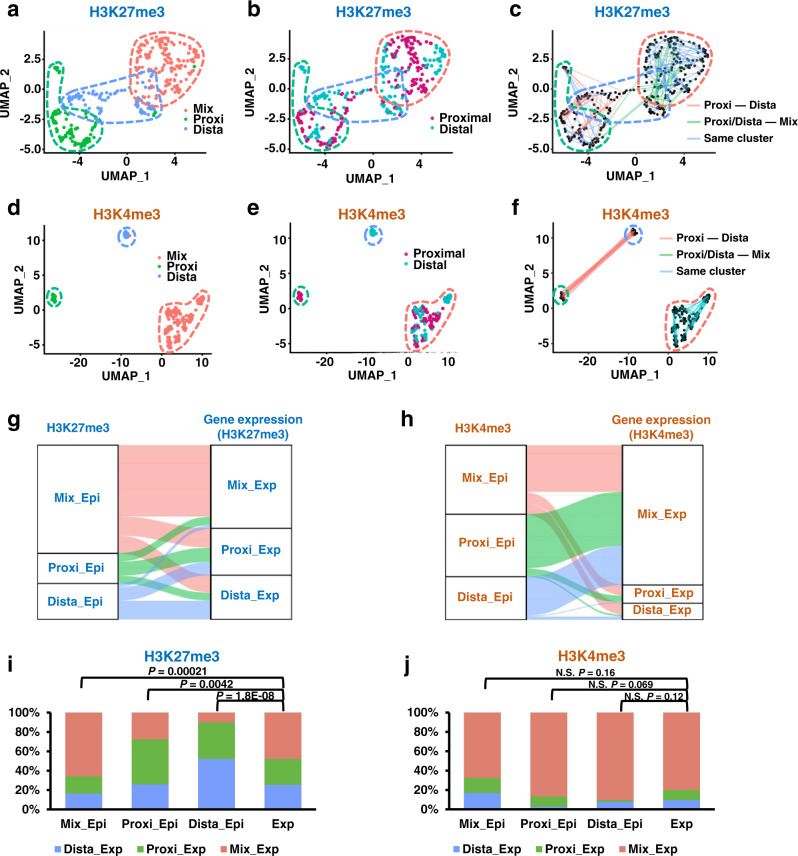
Cells clustered by H3K27me3 recapitulate their distributions clustered by gene expression. **a** UMAP embedding showing the clustering of cells from H3K27me3 scSET-seq by H3K27me3 signals. Each dot represented a single cell. The cluster with a majority of proximal cells was defined as the Proxi cluster, with abundant distal cells was defined as the Dista cluster, and with mixed proximal and distal cells was defined as the Mix cluster. **b** Colored map showing the relative position of cells to Wnt3a beads in H3K27me3 scSET-seq. Cells proximal to beads were marked garnet and distal to cells were marked cyan. **c** Line maps showing the paired daughter cells among cell clusters in H3K27me3 scSET-seq. Red lines indicated the paired cells were between Proxi and Dista cluster, green lines indicated the two daughter cells were between Proxi/Dista cluster and Mix cluster, and blue lines connected cells inside the same cluster. **d** Same as in **a**, except H3K4me3 scSET-seq was analyzed. **e** Same as in **b**, except H3K4me3 scSET-seq was analyzed. **f** Same as in **c**, except H3K4me3 scSET-seq was analyzed. **g** Sankey plots showing the cell identities classified by H3K27me3 and joint transcriptional profiles. Epi, cell clusters defined by epigenetic profiles. Exp, cell clusters identified by gene expression profiles. **h** Sankey plots showing the cell identities classified by H3K4me3 and joint transcriptional profiles. **i** Bar graph showing the percentage of cells projected by gene expression profiles from H3K27me3 scSET-seq. Cell clusters identified by H3K27me3 were shown as the *x*-axis. Exp, the percentage of cells classified by corresponding gene expression was used as a negative control. *P* values were calculated by Student’s *t*-test, two-sided. **j** Same as in **i**, except H3K4me3 scSET-seq data were analyzed. N.S. Not Significant. Source data are provided as a Source Data file.

We projected cluster annotations across the cell identities between epigenetic and transcriptional clusters to explore how our predictions of cellular classification from the epigenome and transcriptome were integrated. Cellular clusters predicted from H3K27me3 levels were mainly projected to their corresponding clusters identified by gene expression (Fig. 5g). Unlike H3K27me3, cells clustered based on H3K4me3 levels were mainly projected to the Mix cluster identified by the transcriptome analysis (Fig. 5h). We then calculated the projected ratios of each cluster to more conclusively compare the enrichment (Fig. 5I, j). We used the percentage of cells classified by corresponding gene expression as the random distribution control. If cells in a cluster defined by the epigenomic signal were randomly distributed, they would recapitulate the ratio of clusters identified by gene expression. Otherwise, cells would be enriched in this specific cluster, which was different from the random distribution. Ratios of clustered cells obtained from H3K27me3 data, but not H3K4me3 data, were significantly different from the random distribution control. Moreover, cells classified by H3K27me3 levels were mainly enriched in the corresponding clusters identified by gene expression in the H3K27me3 scSET-seq analysis. On the other hand, cells in each cluster classified by H3K4me3 levels were mostly enriched in the Mix cluster identified based on gene expression, similar to the random distribution. Together, these joint analyses of scSET-seq datasets underscored the conserved representation of the major cell types across histone modifications and gene expression, further suggesting that H3K27me3 correlated with gene expression during Wnt3a-induced asymmetric cell division.

### Knockout of *Aebp2* increases the ratio of daughter cells asymmetrically expressing *Nanog*

Because we observed that H3K27me3 correlated with changes in gene expression and cell clusters during asymmetric cell division, we carefully examined the expression levels of components of PRC2 that were responsible for the methylation of H3K27me3. PRC2 is composed of core proteins, including EED, EZH2, SUZ12, RBBP4, and RBBP7, and regulatory proteins, such as AEBP2 and JARID2. 

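Counts of the 7 genes Aebp2, Jarid2, Eed, Ezh2, Suz12, Rbbp4 and Rbbp7 were compared between clusters. Averaged over all cells, log2(CPM + 1) of Aebp2, on chromosome 6 from 140571184 to 140626993, was 12.25 in Mix, 8.12 in Proxi and 9.02 in Dista. Because experiments differ in depth and in their share of Mix cells, Mix was then compared with the other cells within 9 experiments. There Aebp2 was higher in Mix by 0.75 on the log2 scale (SD 0.93, n = 9 experiments), in 7 of 9 experiments (exact sign-flip permutation test, two-sided, p = 0.0391). The other 6 genes were lower in Mix on average. For Eed the difference was -1.01, for Suz12 -1.10, for Rbbp4 -0.92 and for Rbbp7 -1.37 (exact permutation p = 0.0195, 0.0156, 0.0195 and 0.0156). For Jarid2 it was -0.80 and for Ezh2 -0.29 (exact permutation p = 0.336 and 0.508). These 7 p-values are not adjusted for each other, and they compare clusters that the paper drew from the same expression values. On sums per experiment in edgeR, the log2 fold change of Aebp2 in Mix was 1.54 (standard error 0.57, adjusted p = 0.186). Within experiments, the share of cells with a count on Aebp2 was lower in Mix by a mean of 1.14 points (exact permutation p = 0.75). This share cannot decide the question, since 92.1% of Mix, 77.4% of Proxi and 82.6% of Dista cells had a count, close to the upper limit. Aebp2 had 14374 CPM in single cells, counted on exons and introns, and 39.8 CPM in bulk SET-seq, counted on exons.

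**Figure D6:**
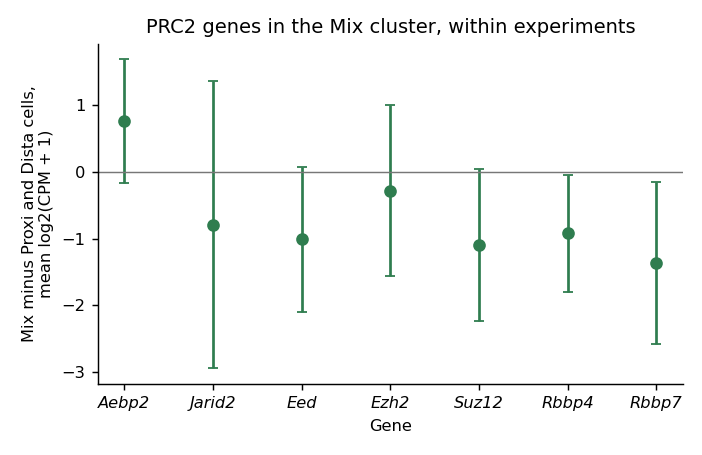
Mean log2(CPM + 1) of Mix cells minus that of Proxi and Dista cells for 7 genes of PRC2, with the mean and SD over 9 experiments. Aebp2 lies above 0, at 0.75, and the other 6 genes lie below.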

Among the genes encoding proteins in PRC2, only *Aebp2*, one of the Mix cluster marker genes, was expressed at high levels in the Mix cluster cells at average expression levels, consistent with the observation of high H3K27me3 signals at marker genes in Mix cluster cells (Fig. 6a). Conversely, *Jarid2*, *Eed* and *Rbbp4* were expressed at high levels in cells from both the Proxi and Dista clusters. 

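Averaged over cells, log2(CPM + 1) of Jarid2 was 5.93 in Proxi, 6.91 in Dista and 2.37 in Mix, that of Eed 1.69, 2.28 and 0.56, and that of Rbbp4 2.67, 2.83 and 0.82. Here too, averages over cells also compare experiments with unlike shares of Mix cells. Rbbp4 shares 11.8% of its exon bases with Sync. Jarid2 was counted in 85.0% of Proxi, 88.4% of Dista and 46.7% of Mix cells. In edgeR on sums per experiment, the log2 fold change in Mix was 0.12 for Jarid2, -2.13 for Eed and -1.29 for Rbbp4, none with an adjusted p below 0.05. That test recovered 0% of genes changed 4-fold in simulated data of the Mix comparison.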

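In Dista, Proxi and Mix cells, the mean log2(CPM + 1) of Ezh2 was 2.63, 1.60 and 0.72, and that of Suz12 was 2.19, 1.39 and 0.46. The same limit holds for these means. Ezh2 was counted in 47.1% of Dista (95% Wilson interval 38.4% to 56.0%), 30.1% of Proxi and 16.2% of Mix cells, and Suz12 in 39.7% (95% Wilson interval 31.4% to 48.6%), 28.6% and 11.3%. On sums per experiment, the log2 fold change in Dista against the mean of the other clusters was 2.06 for Ezh2 (standard error 1.19, adjusted p = 0.796 from edgeR) and 1.15 for Suz12, which did not pass the threshold either.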

*Ezh2* and *Suz12* were upregulated in cells of the Dista cluster. 

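Rbbp7, on chromosome X from 159198304 to 159217022, shares 7.66% of its exon bases with Txlng. Counts on it were present in 172 of 545 passing cells, 52 in Mix, 64 in Proxi and 56 in Dista. The sums over cells were 311, 2436 and 1292 counts, or 3.62, 67.0 and 48.6 CPM.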

Notably, *Rbbp7* was not detected using scSET-seq.

**Fig. 6:**
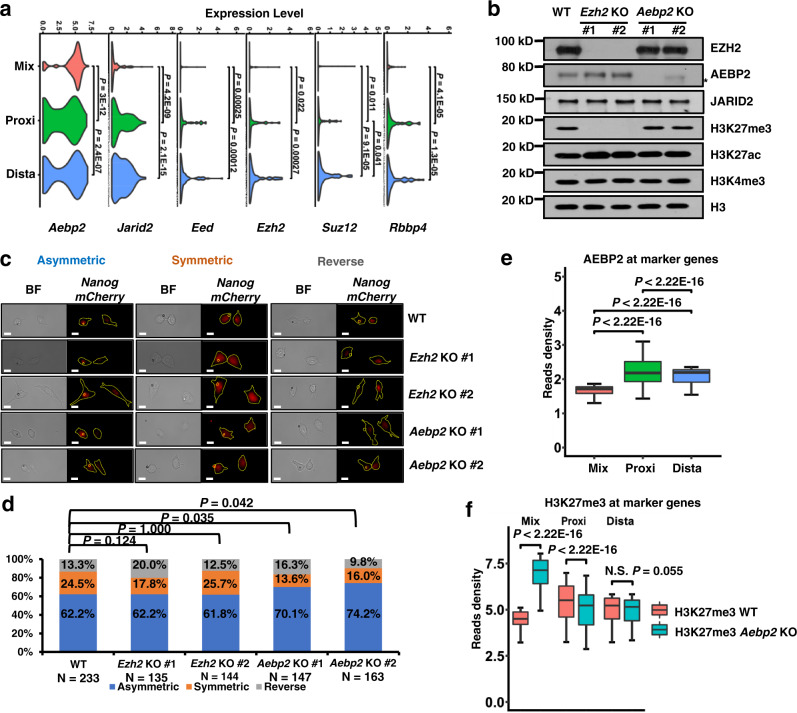
*Aebp2* knockout increases the cells asymmetrically expressing *Nanog*-*mCherry*. **a** Violin plots showing the average expression levels of components of PRC2 in the Mix, Proxi, and Dista clusters. To increase the reproducibility, the gene expressions of H3K27me3 and H3K4me3 scSET-seq were merged for plotting. *P* values were calculated by Student’s *t*-test, two-sided. *Rbbp7* was not detected in the scSET-seq. *n* = 291 (Mix), 133 (Proxi), and 121 (Dista) cells. **b** Western blot showing the indicated protein levels in parental and KO mESCs. *Ezh2* KO decreased the total levels of H3K27me3 and increased the H3K27ac. *Aebp2* KO didn’t exhibit obvious effects on the total levels of tested histone marks. Cell extracts were analyzed via Western blotting using the indicated antibodies, and two biological replicates were performed for each blot. Star indicated a nonspecific band. See Supplementary Fig. S14 for the Sanger sequencing results of KO clones. **c** Representative images of divided *Nanog*-*mCherry* mESCs cocultured with Wnt3a beads. Wnt3a beads and cells were marked in the immunofluorescence image. Asymmetric, higher *mCherry* amounts in the bead-proximal cell; Symmetric, similar amounts of *mCherry* in either cell; Reverse, higher amounts of *mCherry* in the bead-distal cell. BF, bright field. Scale bar, 15 µm. **d** The percentages of asymmetrically, symmetrically, and reversely divided cells, as defined by *Nanog*-*mCherry* signals, in parental, *Ezh2* and *Aebp2* KO cells. *P* values were calculated by chi-squared test. **e** The enrichments of AEBP2 at cluster marker genes that were identified by gene expression. AEBP2 peaks were first called and annotated to the closet transcription starting sites within 20 Kb. The reads density of Aebp2 was then calculated for peaks annotated to each gene. *P* values were calculated by Student’s *t*-test, two-sided. The boxes were drawn from lower quartile (Q1) to upper quartile (Q3) with the middle line denoting the median, and whiskers with maximum 1.5 IQR (interquartile range). *n* = 90, 108, and 200 Aebp2 peaks at Mix, Proxi and Dista markers, respectively. *n* = 1000 (Mix), 1000 (Proxi), and 1000 (Dista) bins of Aebp2 at cluster marker genes. **f** The enrichments of H3K27me3 at cluster marker genes that were identified by gene expression. H3K27me3 peaks were first called in WT and *Aebp2* KO cells, merged, and annotated to the closet transcription starting sites within 20 Kb. The reads density of H3K27me3 was then calculated for peaks annotated to each gene. *P* values were calculated by Student’s t-test, two-sided. The boxes were drawn from lower quartile (Q1) to upper quartile (Q3) with the middle line denoting the median, and whiskers with maximum 1.5 IQR (interquartile range). *n* = 504, 243, and 371 H3K27me3 peaks at Mix, Proxi, and Dista markers, respectively. Source data are provided as a Source Data file.

We then examined whether *Aebp2* was enriched at cluster marker genes using the GEO ChIP-seq dataset in mESCs GSE83082 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83082]. AEBP2 ChIP-seq peaks were detected at the promoters of 200/344 marker genes. We utilized the CRISPR/Cas9 system to knock out *Ezh2* and *Aebp2* and to further test the functions of *Aebp2* in asymmetric cell division. Cell clones were generated from two different sgRNAs for each gene (Supplementary Fig. S14a and b). 

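For Aebp2, guide sg#1, ATTCGCTCCATACATGTCGA, matches chromosome 6 of NCBIM37 (mm9) at 140582382 to 140582401 on the plus strand, followed by the PAM TGG. Its cut site, after 140582398, lies in a coding exon from 140582210 to 140582417, which is exon 2 in 8 of 9 transcripts of the annotation that hold it and exon 3 in 1. Guide sg#2, AACAGGTGTTCGTTTGCTTG, matches 140586176 to 140586195 on the plus strand with the PAM TGG. It cuts after 140586192 in the next coding exon, from 140586181 to 140586288, and 15 of its bases lie in that exon. Each guide has 1 match on the chromosome.

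**Figure D7:**
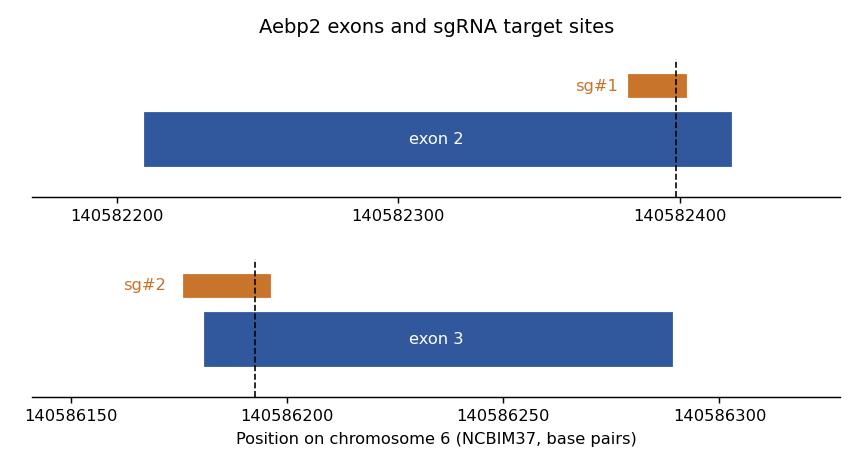
Exons of Aebp2 and target sites of both sgRNAs on chromosome 6 of NCBIM37, with the position in base pairs on the horizontal axis. Blue boxes are exons 2 and 3, orange boxes the target sites, and dashed lines the cut sites. The cuts lie after 140582398 and 140586192, both inside an exon.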

The total levels of H3K27me3 were inhibited in the *Ezh2* knockout (KO) clones (Fig. 6b). Accordingly, H3K27ac levels were slightly increased. *Aebp2* KO had no observable effects on the total levels of H3K27me3 or H3K27ac, as detected using Western blotting. Thereafter, we analyzed how *Ezh2* and *Abep2* KO clones were divided after treatment with Wnt3a beads (Fig. 6c). As previously reported^12,15^, 62.2% of cells had asymmetrically divided, 24.5% of cells had symmetrically divided, and 13.3% of cells exhibited reversed division among the 233 analyzed wild-type cells, showing higher *Nanog* expression in distal cells (Fig. 6d). *Nanog* expression was analyzed in approximately 150 cells from each KO cell line. The ratios of symmetrically divided cells determined based on the *Nanog* signal^12,15,57^ were decreased when *Aebp2* was knocked out. *Ezh2* KO had no obvious effect on the ratios of divided cells. Compared to parental cells, the ratios of reversed cells were not significantly altered in all KO cell lines. Other regulators, but not *Ezh2* or *Aebp2*, might have been responsible for the reversed division. These data suggest that *Aebp2* is important for symmetric cell division.

We conducted SET-seq to further identify genome-wide changes in gene expression and H3K27me3 levels in *Aebp2* KO cells. 

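The gene expression libraries of this experiment come from H3K27me3 SET-seq of 2 Aebp2 KO clones, KO1 and KO2, with 2 libraries each. Those of 10000 WT cells from the H3K27me3 SET-seq above were taken as the WT, since the paper's text does not name the WT libraries of this comparison. Counts were made as in the other SET-seq libraries. KO1 held 2351822 and 1964974 counts, KO2 1965899 and 2332307, and WT 1585518 and 4347796. Rn45s took 48.8% to 56.7% of the counts in the KO libraries and 21.9% and 23.4% in WT, which left 935126 to 1124026 counts on other genes per KO library. The targeted gene itself was counted in every library. The paper examined the clones by Western blot and Sanger sequencing, and counts of RNA measure neither the protein nor the edit. Aebp2 had 16 and 14 counts in KO1 (6.80 and 7.12 CPM), 50 and 34 in KO2 (25.4 and 14.6 CPM), and 81 and 253 in WT (51.1 and 58.2 CPM). The 4 WT libraries of 10000 cells with the H3K4me3 antibody or with no antibody in their label had 27.7 to 54.9 CPM. In edgeR's quasi-likelihood test of the 4 KO against the 2 WT libraries, the log2 fold change of Aebp2 was -1.18 (standard error 0.36, adjusted p = 0.0155). The choice of WT moved it most. With the SET-seq libraries whose label names no antibody as WT, it was -0.41 (standard error 0.39) and did not pass an adjusted p of 0.05. It also fell short of a log2 fold change of 1 with KO2 alone (-0.64), with WT from H3K4me3 SET-seq (-0.96), with all 3 kinds of WT library (-0.93), without KO1 replicate 1 (-0.98) and without KO1 replicate 2 (-0.97). Without WT replicate 1, Aebp2 was at -1.29 (edgeR, adjusted p = 0.0532), and without WT replicate 2 at -1.05 (edgeR, adjusted p = 0.151). No WT library labelled as part of the KO experiment was used here, so the genotype cannot be told apart from the preparation.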

Two independent experiments were performed using each KO cell line. These two replicate analyses of gene expression and H3K27me3 correlated well (Supplementary Tables 1 and 2). In addition, the two *Aebp2* KO clones showed a consistent gene expression profile (Supplementary Fig. S14c). 

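Within a clone, the linear RPKM of genes detected in both replicates had an R² of 0.9998 in KO1, over 13271 genes, and 0.9999 in KO2, over 11896 genes. Rn45s, with the highest values, weighs most on this scale. On log2(RPKM + 1), R² was 0.952 and 0.944, and r over all genes was 0.970 and 0.969.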

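The merged profiles of KO1 and KO2 had r = 0.975 on log2(RPKM + 1) across genes. In edgeR's quasi-likelihood test of KO1 against KO2, 543 of 8598 genes passed an unadjusted p below 0.05 and an absolute log2 fold change above 1, 374 of them higher in KO1. By adjusted p below 0.05, 835 genes differed, 301 of them with an absolute log2 fold change above 1. DESeq2 gave 338 genes at the unadjusted threshold. Of genes without a change in simulated data, 89 and 101 passed that threshold in 2 runs. Aebp2 itself was lower in KO1, with a log2 fold change of -1.46 (standard error 0.39, adjusted p = 0.0159), and Sox2 was higher in KO1 (1.21, standard error 0.19, adjusted p = 0.000105).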

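Before the clones were joined, 9945 genes passed edgeR's filter on low counts in the 4 KO and 2 WT libraries of 10000 cells. The median log2 fold change of these genes was -0.02 after TMM normalization. With simulated changes in 200 genes of this design, 100% of genes changed 4-fold passed an unadjusted p below 0.05 with an absolute log2 fold change above 1, and 69 unchanged genes did as well. The unadjusted p was below 0.05 for 5094 of the 9945 genes, and the adjusted p for 4301.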

We then merged the gene expression profiles of the two *Aebp2* KO clones to obtain consistently changed genes, which were defined based on an absolute log_2_(*FoldChange*) > 1 and *P* value less than 0.05 (Supplementary Fig. S14d). A total of 1,414 genes were upregulated, and 1,403 genes were downregulated. 

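In edgeR's quasi-likelihood test with the same thresholds, 2902 genes were called, 1368 higher and 1534 lower in KO. With an adjusted p below 0.05 and the same fold change, 2731 genes were called. The choice of the WT libraries moved the count most. With the SET-seq libraries whose label names no antibody as WT, 4700 genes were called, 2160 of them shared with the first comparison. Several of the largest changes rest on genes with almost no counts in a group, so that the ratio of CPM is given with its exact 95% interval. These intervals, like the others on counts, cover counting error only, since reads without molecular identifiers are not independent molecules. Among genes with an adjusted p below 0.05 and no overlap between KO and WT libraries, the largest rises were those of Lef1, Mid1, G530011O06Rik, Csrnp3 and Zfp36l3. Lef1, on chromosome 3, had 218 counts in KO and 3 in WT, a ratio of 50.0 (16.9 to 245). Mid1, on chromosome X, had 717 and 11 counts, a ratio of 44.9 (24.9 to 90.3) and a log2 fold change of 6.31 (standard error 0.41, adjusted p = 2.39e-07). G530011O06Rik had 50 and 2 counts, a ratio of 17.2 (4.52 to 146). Csrnp3 and Zfp36l3 had ratios of 12.3 (6.71 to 25.0) and 11.2 (3.63 to 56.4). The largest falls were those of Ftl1, Hprt, Gm21283, Xlr4a and 2310043M15Rik. Ftl1, on chromosome 7, had 5 counts in KO and 32037 in WT, a log2 fold change of -12.20 (standard error 0.30, adjusted p = 2.52e-12). Hprt, on chromosome X, had 2 counts in KO and 1353 in WT, where WT was 982 times as high (271 to 8119). Gm21283 and Xlr4a had 0 counts in KO and 42 in WT each. At a floor of 3 counts over the group they are at least 20.3-fold lower, while the exact 95% interval of the ratio begins at 15.8. 2310043M15Rik had 2 and 271 counts, where WT was 197 times as high (53.9 to 1633), and it shares 9.18% of its exon bases with Dop1b. Hprt was also low, and Mid1 high, in the in vitro libraries of cells without a knockout. There the summed counts of the 3 in vitro series gave 0.0159 to 0.168 CPM of Hprt and 205 to 392 CPM of Mid1, while single libraries ranged from 0 to 0.803 CPM and from 17.8 to 601 CPM. Ftl1 had 8.99 to 27.4 CPM in these sums and 0.580 CPM in that of KO, and Lef1 32.6 to 62.0 CPM and 25.3 CPM, with 0.987 CPM in 1 library of 30 pg.

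**Figure D8:**
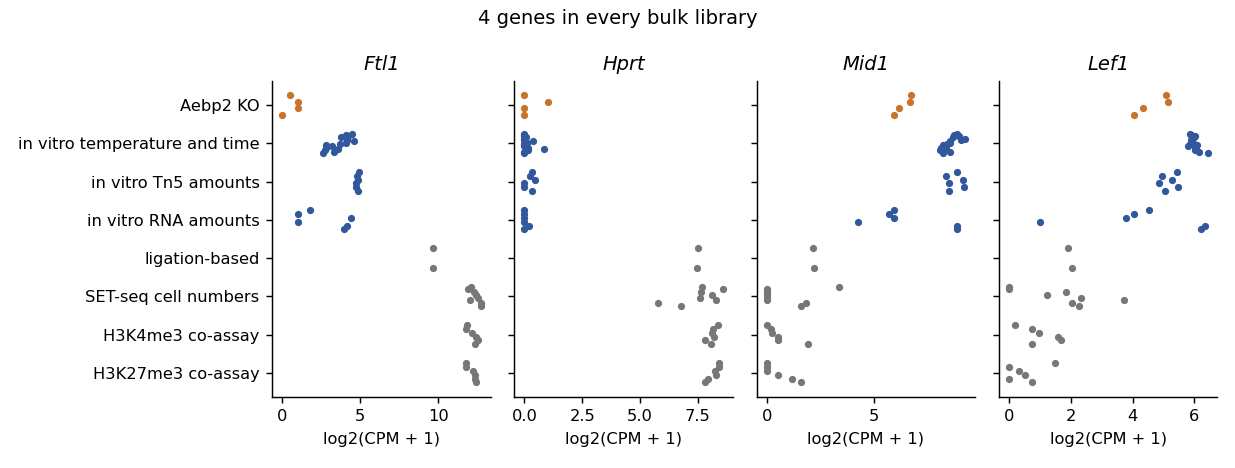
log2(CPM + 1) of Ftl1, Hprt, Mid1 and Lef1 in every bulk library, with the groups of libraries on the vertical axis. Each point is a library. The KO libraries lie with the in vitro libraries, and the ligation-based libraries with those of SET-seq from WT cells, in Hprt and Mid1.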

Among the 321 marker genes, only 33 and 47 were up- and downregulated in *Aebp2* KO cells, respectively (Supplementary Fig. S14d and e), suggesting that the expression of cluster marker genes was not substantially altered. 

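The pluripotency genes Oct4 (listed as Pou5f1), Nanog and Sox2 were tested between KO and WT in the same fit. Pou5f1, on chromosome 17 from 35642977 to 35647722, had a log2 fold change of 0.00 (standard error 0.18, adjusted p = 0.989). Sox2, on chromosome 3 from 34548917 to 34551382, had one of 0.26 (standard error 0.32, adjusted p = 0.533). Nanog had one of -0.61 (standard error 0.22, adjusted p = 0.0407), past the p-value and short of the fold change. Rex1, listed as Zfp42, had -0.73 (standard error 0.17, adjusted p = 0.00281), also short of it. With the SET-seq libraries whose label names no antibody as WT, the direction turned in edgeR for Nanog (1.13, adjusted p = 0.00411) and Pou5f1 (-0.66, adjusted p = 0.0105). Sox2 then rose by 1.54 (edgeR, adjusted p = 0.00228). With KO2 alone it turned for Sox2 (-0.46). From the 3 pluripotency genes, the paper states that they were not changed by the knockout.

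**Figure D9:**
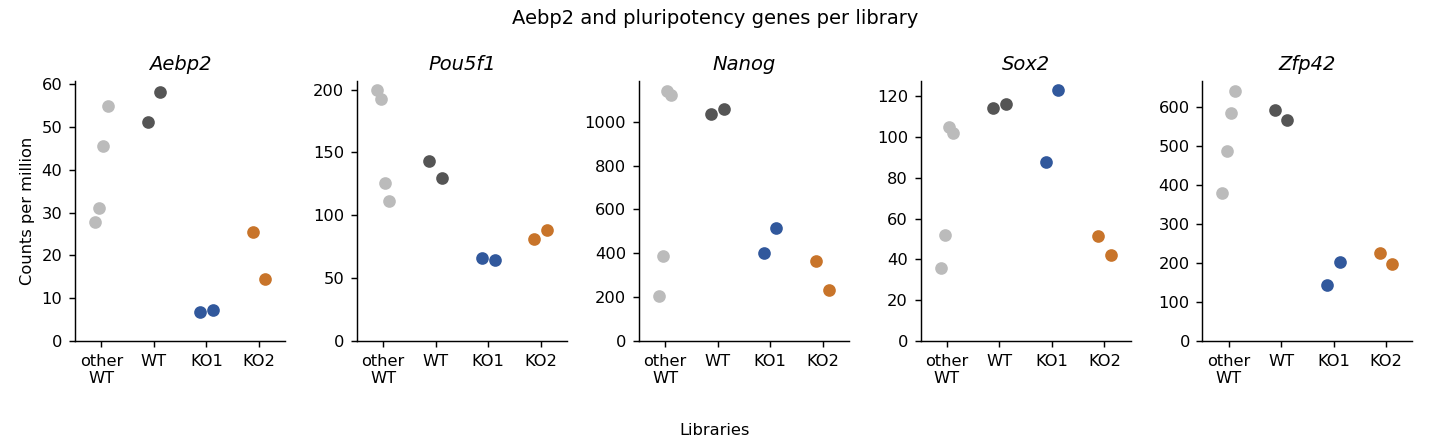
CPM of Aebp2, Pou5f1, Nanog, Sox2 and Zfp42 in each library of 10000 WT cells and of the KO clones. WT is the H3K27me3 SET-seq used in the comparison, and each point is a library. Other WT is the SET-seq with no antibody in its label or with the H3K4me3 antibody. Aebp2 lies at 6.80 to 25.4 CPM in KO and at 51.1 and 58.2 in WT.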

The pluripotency marker genes *Oct4*, *Nanog*, and *Sox2* were not changed following *Aebp2* KO.

The H3K27me3 sequencing results correlated well between the two KO cell lines (Supplementary Fig. S14f). We then merged the two cell lines and two replicates to detect consistent changes in H3K27me3 levels. We called 43,747 and 59,770 H3K27me3 peaks in WT and *Aebp2* KO cells, respectively. Although 30,332 peaks overlapped between WT and *Aebp2* KO cells, 29,438 peaks were unique to *Aebp2* KO cells (Supplementary Fig. S14g). We further analyzed the enrichment of H3K27me3 at peaks with or without overlapping AEBP2 peaks that were detected in NCBI Gene Expression Omnibus (GEO) AEBP2 ChIP-seq dataset GSE83082 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83082]. H3K27me3 was present at higher levels at the H3K27me3 peaks that overlapped with AEBP2 peaks than at those that did not overlap (Supplementary Fig. S14h). More importantly, in *Aebp2* KO cells, H3K27me3 levels increased at the peaks overlapping with AEBP2 peaks but did not change at the peaks without AEBP2 peaks. This result was consistent with previous reports showing that although AEBP2 increased the enzymatic activity of PRC2 in vitro, cells without AEBP2 exhibited elevated H3K27me3 levels at AEBP2 target sites^60,61^. This result is possibly due to the increased presence of other PRC2 subcomplexes or the formation of hybrid PRC2 subcomplexes at AEBP2-depleted loci, leading to increased PRC2 recruitment to target loci^62^. We then compared the enrichment of AEBP2 and H3K27me3 at cluster marker genes that were identified based on gene expression. Compared to Mix cluster marker genes, AEBP2 was present at high levels at Proxi and Dista cluster marker genes in wild-type cells (Fig. 6e). Similar to AEBP2, H3K27me3 levels were higher at marker genes of the Proxi and Dista clusters than at those of the Mix cluster. In addition, H3K27me3 levels increased at Mix cluster marker genes and were slightly decreased at Proxi cluster marker genes when *Aebp2* was knocked out (Fig. 6f). The compensation of increased H3K27me3 levels may explain the observation that not all daughter cells asymmetrically expressed *Nanog* following *Aebp2* KO.

## Discussion

Here, we report a strategy, SET-seq, for jointly profiling gene expression and histone modification in the same single cells. mRNA/cDNA hybrids can be tagmentated by Tn5, probably because of the structural similarity between Tn5 and RNase H^46,47^. To utilize this feature for profiling gene expression, we thoroughly surveyed tagmentation conditions, including temperature, time, and enzyme concentration, to utilize this recently identified feature for profiling gene expression. Through these studies, we determined reproducible and time-saving conditions for the tagmentation of mRNA/cDNA hybrids. Furthermore, the constructed libraries with the same structures for the epigenome and transcriptome are convenient, which might simplify the downstream bioinformatics analysis. SET-seq is quite flexible for transcriptome profiling and thus the library can be constructed using any conventional strategy available in the laboratory, such as the powerful and widely used Smart-seq2^63^. In addition, the epigenomic profiling method can be improved with small modifications. For example, two or more chromatin elements can be recognized by corresponding antibodies and indexed using different transposomes for coprofiling. The other improvement would be that once the first tagmentation is performed, sequential ChIP could be conducted to map the concurrency of two chromatin binding proteins at the same loci.

The integrated scSET-seq analysis provides exclusive properties to map cell clusters and trajectories during cell differentiation and in heterogeneous populations. Similar to Smart-seq2, scSET-seq is suitable for the throughput of hundreds of cells. Compared to other single-cell-based methods, scSET-seq has a high gene recovery rate and positive epigenetic signals (Fig. 1e–h), providing in-depth sequencing results for downstream analysis. When we called peaks in scSET-seq and compared them with bulk ENCODE data, much fewer peaks were called. A potential explanation is that we used stringent conditions for peak calling, and some low-quality peaks were excluded. Under this condition, approximately 60% of peaks in scSET-seq data overlapped with ENCODE peaks (Supplementary Fig. S6e and f). SET-seq, Paired-Tag and CoTECH are similar in terms of the preparation of epigenomic libraries but differ in the preparation of gene expression libraries. SET-seq probes cytoplasmic RNA with a large number of genes detected, while Paired-Tag identifies nuclear RNA with a medium number of genes recovered. In addition, SET-seq has a lower throughput than Paired-Tag and CoTECH. Thus, SET-seq is suitable for situations in which single cells cannot be sorted or selected using a high-throughput approach. In Wnt-induced asymmetric cell division, the target cells are distinguished based on their relative positions to Wnt3a beads. Therefore, conventional FACS sorting, which is based on fluorescence intensity, cannot be conducted for single-cell collection. Cells attached to beads or not are manually picked and subjected to scSET-seq for high recovery of epigenomic and transcriptional profiles.

We used cisTopic to remove potential noise before we incorporated epigenomic signals into single cells. The calculated signals are more specific in single cells. The throughput of this method is similar to Smart-seq2, which can be used to profile several hundred cells in one experiment. The number of detected cells is limited mainly by the asymmetric division system, as the current technology cannot determine the relative positions of cells to beads. Moreover, the FRiPs were slightly higher for H3K4me3 than for H3K27me3 in both scSET-seq and Paired-Tag analyses (Fig. 1h). Considering the noise of sequencing results, the accuracies of H3K27me3 would be lower than H3K4me3, and the decrease in correlations of H3K27m3 with gene expression would be larger than that of H3K4me3 with gene expression. Under this condition, we still found that H3K27me3 was highly correlated with changes in gene expression during asymmetric cell division.

Spatiotemporal cell fate determination is crucial for proper tissue organization, especially in stem cell niches, where Wnt signaling serves as a cue for stem cell self-renewal and cell fate determination in an evolutionarily conserved manner^7,64–67^. The effects of Wnt signaling on stem cells have been extensively analyzed when Wnt signaling is globally activated/inactivated. In vivo, Wnt signaling, which usually functions as a local gradient in stem cells, is understudied due to technical limitations. Recent technical progress in Wnt3a-coated beads and single-cell imaging have provided insights into Wnt-induced asymmetric cell division^12^. In addition to the finding that Wnt3a-coated beads function through the activation of Lrp6 and crosstalk with ionotropic glutamate receptor activity^57^, newly synthesized and parental histones are segregated into daughter cells in a nonoverlapping pattern^15^, indicating an epigenomic alteration in asymmetric cell division. Asymmetric division of stem cells has been mainly elucidated in *Drosophila*, such as male germline stem cells (GSCs). Interestingly, almost all *Drosophila* male GSCs undergo asymmetric division to produce one GSC and one gonialblast after a cell cycle^68^, while approximately 60% of mESCs divide asymmetrically when cells are attached to Wnt3a beads^12,15^ (Fig. 6d). The heterogeneity of mESCs may be responsible for the different responses to the localized Wnt signal^69–71^. Previous studies are mainly based on high-resolution imaging to detect changes in gene expression and signaling activation. An informative approach would be to profile the epigenome and transcriptome of daughter cells for a mechanistic understanding. Using scSET-seq, several genes were classified as marker genes for asymmetrically divided cells, providing a list of marker genes for future analyses of the molecular mechanisms of asymmetric cell division. In addition, the identification of the Mix cluster, which was branched from the main trajectory, provides other insights into asymmetric cell division, where the divided cells shifted to a different lineage other than the typical asymmetrically divided cells.

During the progression of differentiation, stem cells become restricted in their differentiation potential. Dynamic changes in histone modifications and associated chromatin structure are proposed to stabilize lineage-specific gene expression and regulate differentiation potential. Remarkably, the differentiation process might be reprogrammed through manipulation with small-molecule inhibitors or transcription factors that transform cells into a stem cell-like state or into different cell lineages. Chromatin assembly factor-1 (CAF-1), a histone chaperone responsible for the deposition of histone H3.1 to maintain chromatin structure, is discovered to function as a potent barrier in the reversion of pluripotent cells to a totipotent-like state, further implicating the essential chromatin structure in the regulation of cellular plasticity^72^. H3K27me3, which is usually linked to repressed gene expression, plays important roles in mammalian embryonic development and induced pluripotent stem cell (iPSC) generation. Generally, H3K4me3 is associated with active gene expression and regulates cell fate decisions. In mESCs, H3K27me3 and H3K4me3 are enriched at the same promoters as bivalent histone marks, which prime associated genes for rapid activation during development. Studies have shown drastic differences in the epigenomic profiles of hESCs and primary fibroblasts, whereas most changes arise from repressive histone marks, including H3K27me3^73^. Introduction of a heterozygous Y641F mutation in EZH2, which modifies the ratio of H3K27me2 and H3K27me3 in mESCs, is sufficient for the gain and suppression of cell lineage-specific gene expression and cellular phenotypes^74^. Moreover, the global loss of H3K27me3 marks facilitates the generation of iPSCs in mice and humans^75^. Similar to H3K27me3, repression of H3K4me3 improves the efficiency and blastocyst quality in somatic cell nuclear transfer^76^. Knockout of *Mll2*, which is responsible for the methylation of H3K4me3, results in impaired embryoid body formation and a failure to activate or delay in the activation kinetics of many bivalent genes that are key regulators of embryonic development and differentiation^77,78^. Mechanistically, MLL2 methylates H3K4 on many bivalent genes and protects these genes from repression by repelling PRC2 and the DNA methylation machinery^79^. During early embryonic development, the dynamic gain and loss of H3K4me3 and H3K27me3 occur at different embryogenesis stages. Cell context-dependent relationships among histone modifications are also important for the regulation of pluripotency and cell fate commitment, where different histone marks are dramatically changed at specific stages. When Wnt signaling is inhibited, mESCs are differentiated toward epiblast stem cell-like (EpiLC) states. Previous reports have shown that histone modifications are largely reorganized during the induction of mESCs to EpiLCs^80^. EpiLCs exhibit abundant bivalent gene promoters with decreased H3K27me3 levels compared to mESCs. Although EpiLCs are subsequently induced to differentiate into primordial germ cell-like cells (PGCLCs), H3K4me3 level initially decreases at the differentiation-related genes but subsequently increases with a concomitant increase in H3K27me3 levels. Consistent with the transformation from mESCs to EpiLCs, we also detected that mESCs treated without WNT3a showed substantial changes in H3K27me3 peaks, while H3K4me3 peaks largely overlapped (Supplementary Fig. S7c).

Using scSET-seq, we found that *Aebp2* KO increases the ratio of mESCs expressing *Nanog* asymmetrically with localized Wnt signaling. The core components of PRC2 in mammalian cells do not have DNA binding capabilities but form complexes with regulatory proteins, including AEBP2 and JARID2^61,81–83^. Several lines of evidence have suggested that AEBP2 and JARID2 are critical for the enzymatic activities and recruitment of PRC2. JARID2, which mainly interacts with EED, is methylated by PRC2 and mimics a methylated H3 tail, whereas unmethylated AEBP2 mimics an unmethylated H3 tail and interacts with RBBP4 to stimulate PRC2 activity. AEBP2 is a conserved zinc finger protein that directly targets PRC2 to chromatin through its DNA binding ability^84^. In addition, JARID2 binds both DNA and long noncoding RNAs to recruit PRC2 onto chromatin^85,86^. Moreover, AEBP2 and JARID2 are assembled into the PRC2 complex together or independently, acting concurrently or individually in the regulation of PRC2 and subsequent H3K27me3 levels. In this way, AEBP2 and JARID2 function in a synergistic manner to promote enzymatic activity and to target PRC2 to specific chromatin loci, silencing key regulatory genes during the differentiation and development of mESCs^85,87^. Upon localized Wnt signaling, the average expression level of *Aebp2* is increased in symmetrically divided cells, but the average expression level of *Jarid2* is high in asymmetrically divided cells. The combined effects of *Aebp2* and *Jarid2* are not likely responsible for the cell fate decision. As previously reported^60,61^, we also observed a minor increase in H3K27me3 levels at promoters when *Aebp2* was knocked out. AEBP2 is important for the formation of distinct PRC2 subcomplexes. Knockout of *Aebp2*, but not *Ezh2*, increases the ratio of mESCs expressing *Nanog* asymmetrically following localized Wnt signaling. The delicate and localized programming of H3K27me3, as determined by AEBP2, is needed during asymmetric cell division. In the Mix cluster, *Aebp2* increased H3K27me3 levels at marker genes to repress the activation of genes that were important for asymmetrical cell division. An interesting approach would to investigate how the changes in epigenome information at subsets of chromatin loci, but not the total levels, participate in the regulation of cell differentiation. The prolonged KO of *Aebp2* might also exert a secondary effect. A rescue or acute KO assay may help to address this possibility. In the rescue assay, *Aebp2* must be expressed at the original level, which is important to maintain cell fate determination. Acute KO timing may affect the KO effects. If *Aebp2* is knocked out too early, the prolonged loss of Aebp2 may lead to a secondary effect. If *Aebp2* KO is induced too late in single cells, the AEBP2 protein is not fully degraded. These assays, if performed perfectly, might provide other clues to dissect the effect of *Aebp2* on cell fate determination.

Several improvements will help us to better understand the cell fate decision during Wnt3a-induced asymmetric cell division. We monitored the division of parental cells with white light to confirm that two daughter cells were derived from the same parental cell. The intensities of *Nanog* were not recorded since we needed to proceed the cells within a short time. Cells migrated fast, and many of the two paired daughter cells moved to a slightly different distance in the *Z* axis, leading to the loss of imaging focus for one of the cells when immunofluorescence images were captured. The collection of a sufficient number of cells for scSET-seq is very difficult if the immunofluorescence intensities must be recorded in all cells. Studies recording this information for the comparison of cell clusters and immunofluorescence intensities in further experiments would be interesting. During Wnt3a bead-induced asymmetric cell division, a small population of cells divided in the opposite direction, exhibiting higher *Nanog* signals in distal cells than in proximal cells. How this population of cells is regulated is also interesting. Because of their rarities, we did not obtain a sufficient number of cells to determine the epigenome and transcriptome profiles of these cells using scSET-seq. The technologies that can be used to sort the cells based on their relative positions to beads should be developed to increase the throughput for scSET-seq. In addition, with modifications of pooling the samples before library construction, this method can be improved to increase the throughput and reduce the cost. In the future, an interesting approach would be to use this system to analyze how parental and newly synthesized histones are inherited during asymmetric cell division. These analyses would provide more evidence to understand the molecular mechanisms underlying asymmetric cell division.

## Methods

### mESCs culture and incubation with Wnt3a beads

Mouse embryonic stem cell ES-E14TG2a from ATCC (CRL-1821) were cultured on 0.1% gelatin-coated plates in DMEM medium containing 15% Fetal Bovine Serum, 1% Penicillin/Streptomycin, 1% Glutamax, 0.1 mM 2-mercaptoethanol, 1% MEM Non-Essential Amino Acids, 1% Sodium Pyruvate, and 1,000 U/ml recombinant leukemia inhibitory factor (LIF).

Wnt3a coated beads were prepared as described^88^. Localized Wnt3a beads with mESCs were engineered in the 2 cm plates following the previous method^15^. To achieve one cell and one bead contact, mESCs were seeded at a low concentration before imaging or collecting. After seeding the cells and Wnt3a beads, samples were collected at around 12 h.

### Primers

Primers used in this study were listed in Supplementary Dataset 6.

### RT-PCR

RNA was isolated by UNlQ-10 Column Trizol Total RNA Isolation Kit (Sangon Biotech, Cat.# B511321) according to manufacturer instructions. 500 ng of total RNA was used for reverse transcription by EasyScript^®^ One-Step gDNA Removal and cDNA Synthesis SuperMix (TransGen, Cat.# AE311-02) according to manufacturer instructions. Two-step qPCR (95 °C for 30 s; 40 cycles of 95 °C for 5 s and 60 °C for15 s) was performed in 10 μl reaction with 0.1 μl 10 mM RT-PCR primers (Supplementary Dataset 6) and 5 μl Hieff qPCR SYBR Green Master Mix (YEASEN, Cat.# 11201ES08) using Quantagene q225 qPCR system (Kubo Technology, Beijing). β-actin was used as a control to normalize the expression of other genes.

### pA-Tn5 protein purification

Plasmid expressing pA-Tn5 was constructed from vector pTXB1. pA-Tn5 was purified as described before with minor modifications^89^. Briefly, cells expressing pA-Tn5 were resuspended in 40 ml chilled cell lysis buffer (20 mM HEPES pH 7.2, 0.8 M NaCl, 1 mM EDTA, 10% glycerol, 0.1% Triton X-100). The lysate was sonicated for 4 times (15 s on and 15 s off) on ice and then centrifuged at 30,970 × g, 4 °C for 30 min. 500 μl 10% PEI was added drop by drop with stirring. The precipitate was removed by centrifugation at 17,420 × g, 4 °C for 15 min. Cleared supernatant was incubated with 2 ml pre-washed IgG-Sepharose beads (washed with 10 ml cell lysis buffer for three times) for 6 h. Then the beads were washed with 10 ml Washing buffer (20 mM HEPES at pH 7.2, 0.3 M NaCl, 1 mM EDTA, 10% glycerol 0.1% Triton X-100) for four times. pA-Tn5 was eluted with 2 ml 0.5 M NH_4_Ac (pH 3.0) twice and then neutralized by 1 M Tris-HCl (pH 9.0) to pH 7.2 immediately. Protein was dialyzed twice to dialysis buffer (40 mM HEPES pH 7.2, 0.2 M NaCl, 0.2 mM EDTA, 2 mM DTT, 20% glycerol) at 4 °C.

### Transposome assembly

Transposomes were assembled following the protocol as described before^90^. To anneal adapters, Tn5ME-A and Tn5ME-B oligos at 100 µM (I5_transposome and I7_transposome oligos for indexed transposome assembly) was mixed with equal volume of Tn5MErev oligos at 100 µM respectively (Supplementary Dataset 6). Oligos were placed in a thermal cycler at 95 °C for 5 min followed by gradually cooling at 0.1 °C/s to 25 °C. Then equal amount of annealed Tn5ME-A and Tn5ME-B (I5_transposome and I7_transposome for indexed transposome assembly) oligos was mixed. 70 µl pA-Tn5 protein at around 0.5 mg/ml was incubated with 10 µl of mixed primers at room temperature for 1 h.

### In vitro mRNA/cDNA hybrid tagmentation and sequencing

Total RNA was extracted by the UNIQ-10 Column Total RNA Purification kit (Sangon Biotech). Genomic DNA was digested by 0.5 µl DNase I (NEB) at 37 °C for 30 min and then inactivated at 75 °C for 10 min. mRNA/cDNA hybrids were reverse transcribed by Thermo Fisher SuperScript™ IV kit under the manufacture’s instruction. Samples were tagementated in DMF buffer (10% DMF, 10 mM Tris-HCl pH 7.5, 2 mM MgCl_2_) by Tn5 transposomes at different temperature and time as indicated in a 20 µl reaction. To stop the reaction and release the tagmentated cDNA, 2.25 µl 0.5 M EDTA, 2.75 µl 10% SDS, and 0.5 µl 20 mg/ml Proteinase K were added to the 20 µl reaction and incubated at 55 °C for 30 min followed by 70 °C for 20 min. DNA was purified by 1.2X AMPure XP beads. Library preparation was done as described previously^91^. In brief, 20 µl purified DNA was mixed with 2.5 µl of uniquely barcoded P5_nextera and P7_nextera primer (10 µM) (Supplementary Dataset 6). 25 µl NEBNext HiFi 2X PCR Master mix was added and mixed. Samples were placed in a thermo cycler using the following cycling condition: 72 °C for 5 min; 98 °C for 30 s; 15 cycles of 98 °C for 10 s and 63 °C for 10 s; final extension at 72 °C for 1 min and hold at 8 °C. Post-PCR clean-up was performed by adding 1.2X volume of AMPure XP beads. Libraries were sequenced in paired end 150 bp mode on the NovaSeq platform.

### Ligation based RNA-seq

Ligation based RNA-seq libraries were prepared as described before^92^. In brief, the poly-A mRNA was purified from the total RNA of mESCs by poly-T oligo. Then, the poly-A mRNA was fragmented and reverse transcribed into cDNA with random primers. A second strand cDNA was synthesized with DNA Polymerase I and RNase H. The single A base was added for the ligation of the cDNA to sequencing primers. The cDNAs were amplified for sequencing with pair-end reads of 100 bp on the BGISEQ-500 platform.

### Bulk SET-seq

Cells were harvested and then lysed in 1 ml NE buffer (20 mM HEPES pH 7.5, 0.5 mM KCl, 0.5 mM Spermidine, 0.5% Triton X-100, 20% Glycerol, 1 mM PMSF) on ice for 10 min. 10 μl Concanavalin A coated magnetic beads (Bangs Laboratories, Inc) were washed twice with Binding buffer (20 mM HEPES pH 7.5, 0.5 mM KCl, 0.5 mM Spermidine, 0.5% Triton X-100, 20% Glycerol, 2 mM MnCl_2_ 1 mM PMSF) before being added to each sample. Samples with beads were then incubated at room temperature for 10 min.

Beads-bound nuclei were treated as CUT&Tag with modifications^40^. Samples were blocked with 1 ml Blocking buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM EDTA, 1 mM PMSF) at room temperature for 10 min. Samples were then incubated with 1:200 diluted anti-H3K27me3 or anti-H3K4me3 primary antibody in 50 μl Washing buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM PMSF) at room temperature for 2 h or at 4 °C overnight. The nuclei were washed with Washing buffer twice (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM PMSF) before incubated with 1:100 diluted anti-rabbit secondary antibody at room temperature for 30 min. After washing with Washing buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM PMSF) once, 50 µl of pA-Tn5 binding reaction was conducted at room temperature for 1 h by 1:25 dilution of assembled pA-Tn5 transposomes in Washing buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM PMSF). Samples were washed twice with Washing buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM PMSF). Tagmentation was initiated by adding 50 µl tagmentation buffer (Washing buffer with 300 mM NaCl and 10 mM MgCl_2_) and incubating at 37 °C for 1 h. To stop the tagmentation and release DNA, 2.25 µl 0.5 M EDTA, 2.75 µl 10% SDS, and 0.5 µl 20 mg/ml Proteinase K were added to the sample and incubated at 55 °C for 30 min followed by 70 °C for 20 min. DNA was purified by QIAquick PCR purification kit. Libraries were constructed using indexed P5_nextera and P7_nextera primers (Supplementary Dataset 6) as described above in mRNA/cDNA hybrid tagmentation and sequencing.

The supernatant after Concanavalin A beads binding was transferred to another RNase-free tube followed by centrifugation at 3,000 x g, 4 °C for 5 min to remove the unbound nuclei carryover. The supernatant was carefully transferred to another RNase free PCR tube and incubated with 1 μl DNase I (NEB) and 1 μl Recombinant RNase Inhibitor (Takara Bio) at 37 °C for 30 min followed by 70 °C for 10 min to further eliminate the genomic DNA carryover. The reverse transcription was done by using Thermo Fisher SuperScript™ IV kit. 11 μl sample was mixed with 1 μl 50 μM Oligo d(T)_20_ and 1 μl 10 mM dNTP, incubated at 65 °C for 5 min, and then cooled on ice for 2 min immediately. The sample was mixed with 4 μl 5X SSIV Buffer, 1 μl 100 mM DTT, 1 μl Ribonuclease Inhibitor, and 1 μl SuperScript^TM^ Reverse Transcriptase. Reactions were incubated at 42 °C for 90 min, 10 cycles of 50 °C for 2 min followed by 42 °C for 2 min, and 85 °C for 5 min. mRNA/cDNA hybrids were then tagementated in DMF buffer (10% DMF, 10 mM Tris-HCl pH 7.5, 2 mM MgCl_2_) with 1 μg pA-Tn5 transposomes at 37 °C for 5 min in a 20 μl reaction. Tagmentation was stopped by adding 2.25 µl 0.5 M EDTA, 2.75 µl 10% SDS, and 0.5 µl 20 mg/ml Proteinase K to every 20 µl reaction. Samples were incubated at 55 °C for 30 min followed by 70 °C for 20 min. DNA was purified by 1.2X AMPure XP beads for library construction using indexed P5_nextera and P7_nextera primers (Supplementary Dataset 6) as described above.

### scSET-seq

Four hours after seeding the mESCs with Wnt3a beads, cell culture plates were mounted in live cell image system (DeltaVision Elite Deconvolution Microscope). Cells connected to one Wnt3a beads were monitored until they were collected for scSET-seq (Supplementary Movie 1). mESCs were washed with PBS once and slightly trypsinized for 3 min. The trypsinization was stopped by adding fresh medium. Single cells were picked by mouth pipette into the PBS with 0.04% BSA drops. Until the cells were completely dispersed, single cells were transferred under the stereoscopic microscope into 96 well-plate with 8 μl NE Buffer (20 mM HEPES pH 7.5, 0.5 mM KCl, 0.5 mM Spermidine, 0.5% Triton X-100, 20% Glycerol) plus 1:20 diluted Recombinant RNase Inhibitor (Takara Bio). Concanavalin A coated magnetic beads were washed twice with Binding buffer (20 mM HEPES pH 7.5, 0.5 mM KCl, 0.5 mM Spermidine, 0.5% Triton X-100, 20% Glycerol, 2 mM MnCl_2_ 1 mM PMSF). 1 μl pre-washed Concanavalin A coated magnetic beads were added to each well, and incubated at room temperature for 10 min. The supernatant was transferred to another RNase-free 96-well plate with 0.25 μl DNase I (NEB) and 0.25 μl Recombinant RNase Inhibitor (Takara Bio) in each well.

Single nuclei were resuspended in 100 μl Blocking buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM EDTA, 1 mM PMSF) at room temperature for 10 min. The supernatant was discarded and nuclei were resuspended in 10 μl Washing buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM PMSF) with 1:200 diluted anti-H3K27me3 or anti-H3K4me3 primary antibody. Samples were incubated at 4 °C overnight. After washing with Washing buffer once (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM PMSF), 1:100 diluted anti-rabbit secondary antibodies were added in 10 μl Washing buffer and incubated at room temperature for 1 h. Samples were then washed once with Washing buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.5% BSA, 1 mM PMSF) and mixed with 1:25 diluted pA-Tn5 transposomes with indexed i5 and i7 primers (Supplementary Dataset 6) in 10 µl Washing buffer. After being incubated at room temperature for 1 h, genomic DNA was tagmentated in 10 μl Tagmentation buffer (Washing buffer with 300 mM NaCl and 10 mM MgCl_2_) at 37 °C for 1 h. The reactions were stopped by adding 1.12 µl 0.25 M EDTA, 1.37 µl 10% SDS, and 0.25 µl 20 mg/ml Proteinase K. Samples were then pooled together. DNA was purified by QIAGEN MinElute PCR Purification Kit.

The supernatant after Concanavalin A beads binding was used for gene expression profiling. After mixed with 0.2 μl DNase I (NEB) and 0.2 μl Recombinant RNase Inhibitor (Takara Bio), the supernatant was incubated at 37 °C for 30 min followed by 70 °C for 10 min. Each sample was mixed with 1 μl 50 μM Oligo d(T)_20_ and 1 μl 10 mM dNTP, incubated at 65 °C for 5 min, and immediately put on ice for 2 min. Reverse transcription was conducted by mixing with 4 μl 5X SSIV Buffer, 1 μl 100 mM DTT, 1 μl Ribonuclease inhibitor, and 0.2 μl SuperScript^TM^ Reverse Transcriptase. Samples were incubated at 42 °C for 90 min; 10 cycles of 50 °C for 2 min and 42 °C for 2 min; 85 °C for 5 min. Reverse transcribed mRNA/cDNA hybrids were then tagementated by 0.5 μg transposomes with indexed i5 and i7 (Supplementary Dataset 6) in DMF buffer (10% DMF, 10 mM Tris-HCl pH 7.5, 2 mM MgCl_2_) at 37 °C for 5 min in a 20 μl reaction. Reaction was stopped by adding 2.25 µl 0.5 M EDTA, 2.75 µl 10% SDS, and 0.5 µl 20 mg/mL Proteinase K and incubated at 55 °C for 30 min followed by 70 °C for 20 min. Samples were pooled and purified by QIAGEN MinElute PCR Purification Kit to 30 µl H_2_O.

Libraries from epigenome and transcriptome were constructed with a structure similar to TruSeq libraries for pooling with other samples as described before^51^. 20 µl eluted DNA was mixed with 2 µl connect forward primer and connect reverse primer (10 µM) (Supplementary Dataset 6). 25 µl NEBNext HiFi 2X PCR Master mix was added and mixed. Samples were amplified using the following cycling condition: 72 °C for 5 min; 95 °C for 30 s; 15 cycles of 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min; 72 °C for 5 min, and hold at 8 °C. 1 µl Exonuclease I (NEB) was added and incubated at 37 °C for 30 min followed by 80 °C for 20 min. Samples were then mixed with 1.25 µl Universal Primer (10 µM) and 1.25 µl P7_TruSeq index primer (10 µM) (Supplementary Dataset 6), 2.5 µl H_2_O, and 5 µl NEBNext HiFi 2X PCR Master mix. Amplification was conducted in a thermo cycler using the following cycling condition: 95 °C for 30 s; 8 cycles of 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min; 72 °C for 5 min, and hold at 8 °C. Post-PCR clean-up was performed by adding 0.5X volume of AMPure XP beads, incubating at room temperature for 10 min, removing beads by magnet stand, and adding 0.5X volume of AMPure XP beads again. Samples with beads were incubated at room temperature for 10 min, washed twice by 80% ethanol, and eluted in 20 µl H_2_O. Libraries were sequenced in paired end 150 bp mode on the NovaSeq platform.

### Antibodies

Rabbit polyclonal anti-Histone H3 (Cat.# ab1791, Abcam), 1:5000 diluted for Western blot; Rabbit polyclonal anti-Histone H3K27me3 (Cat.# 9733, Cell Signaling Technology), 1:1000 diluted for Western blot, 1:50 diluted for SET-seq, 1:200 diluted for scSET-seq; Rabbit polyclonal anti-Histone H3K4me3 (Cat.# ab8580, Abcam), 1:1000 diluted for Western blot, 1:50 diluted for SET-seq, 1:200 diluted for scSET-seq; Rabbit polyclonal anti-Histone H3K9me3 (Cat.# ab8898, Abcam), 1:1000 diluted for Western blot; Rabbit polyclonal anti-Histone H3K27ac (Cat.# ab4729, Abcam), 1:1000 diluted for Western blot; Rabbit monoclonal anti-EZH2 (Cat.# 5246, Clone name D2C9, Cell Signaling Technology), 1:1000 diluted for Western blot; Rabbit monoclonal anti-AEBP2 (Cat.# 14129, Clone name D7C6X, Cell Signaling Technology), 1:1000 diluted for Western blot; Rabbit polyclonal anti-JARID2 (Cat.# G-2, Novus Biologicals), 1:1000 diluted for Western blot; Peroxidase AffiniPure Goat anti-Rabbit IgG (H + L) (Cat.# 111-035-003, Jackson ImmunoResearch Laboratories), 1:1000 diluted for Western blot.

### Bulk transcriptional SET-seq data processing

Sequencing reads adapter and low-quality bases were removed by Trim Galore (version 0.6.4) [https://www.bioinformatics.babraham.ac.uk/projects/trim_galore] with the parameter ‘--paired’. Filtered reads were mapped to the mouse reference UCSC mm9 [https://hgdownload.soe.ucsc.edu/goldenPath/mm9/bigZips/], which excluded mitochondria and random chromosomes, by STAR (version 2.5.4b)^93^. Expression matrixes were counted by featureCounts^94^ (version 2.0.0) and normalized as reads per kilobase per million mapped reads (RPKM) by R package edgeR (version 3.28.1)^95^. The differential analysis was done by R package DEseq2^96^ (version 1.26.0). To calculate the correlation of different RNA-seq samples, ellipse correlation plots were plotted by R package corrplot (version 0.84) [https://github.com/taiyun/corrplot] after merging two repeats. Heatmaps were drawn by R package pheatmap (version 1.0.12) [https://github.com/raivokolde/pheatmap] using top 2000 average expression genes. The Venn plots were plotted by R package VennDiagram (version 1.6.20) [https://github.com/cran/VennDiagram]. The number of reads mapped to exons or introns was calculated by Homer^96^ (version 4.11) with the parameter ‘analyzeRepeats.Pl -count exons -raw’ or ‘analyzeRepeats.pl -count introns -raw’. The correlations between two repeats were summarized in Supplementary Table 1. The correlation was calculated by the coefficient of determination (R^2) of their shared genes’ RPKM values. The number of total reads and unique mapped reads were summarized in Supplementary Dataset 7.

### Receiver operating characteristic (ROC) curve

ROC curves were used to evaluate the qualities of bulk SET-seq of histone mark with different cell numbers^49^. Particularly, peaks recovered in ENCODE H3K27me3 ChIP-seq ENCSR059MBO [https://www.encodeproject.org/experiments/ENCSR059MBO/] at promoter regions (3,000 bp downstream to 500 bp upstream of gene TSS) were used as standard positives and promoter regions not overlapped with ENCODE H3K27me3 ChIP-seq peaks were defined as standard negatives. Following the standard, ROC curves were constructed by the following definition: true positives (TPs), peaks that overlapped with standard positives; false positives (FPs), peaks that did not overlap with standard positives; false negatives (FNs), peaks that did not overlap with standard negatives; true negatives (TNs), peaks that overlapped with standard negatives. The true positive rate (TPR) was defined as TP/(TP + FN) and the false positive rate (FPR) was defined as FP/(FP + TN). TPR and FPR value sets were used to construct ROC curves by varying the peak-calling threshold.

### Bulk epigenomic SET-seq data processing and peak calling

Adapters and low-quality bases in data were removed by Trim Galore (version 0.6.4) [https://www.bioinformatics.babraham.ac.uk/projects/trim_galore] with the parameter ‘--paired’ after merging two repeats. Trimmed reads were then mapped to the mouse reference genome UCSC mm9 [https://hgdownload.soe.ucsc.edu/goldenPath/mm9/bigZips/] using Bowtie2^97^ (version 2.3.5.1). PCR duplicates were removed by GATK (version 4.1.4.0) [https://github.com/broadinstitute/gatk] with the parameter ‘--REMOVE_DUPLICATES = true’. The reads mapped to mitochondria and random chromosomes were filtered out. Peaks were identified using MACS2 (version 2.2.6)^98^ to call broad peaks for H3K27me3 and narrow peaks for H3K4me3. ENCODE H3K27me3 ChIP-seq and its input data were downloaded from ENCSR059MBO [https://www.encodeproject.org/experiments/ENCSR059MBO/] and ENCSR326ULS [https://www.encodeproject.org/experiments/ENCSR326ULS/] as reference data. Peaks overlapped among different samples were generated by Homer with the parameter ‘mergePeaks –venn -d 3000’. Peak structures of different concentrations were generated by R package ChIPseeker^99^ (version 1.22.1).

BEDTools^100^ (version 2.92.2) and bedGraphToBigWig (version 4) [https://www.encodeproject.org/software/bedgraphtobigwig/] were used to normalize mapped reads and calculate the coverage of signals with the following parameters ‘genomecov --scaleFactor 10,000,000/mapped_reads_number’. Heatmaps were generated by computeMatrix and plotHeatmap with reference-point mode in deepTools^101^ (version 3.4.3). Library complexity was estimated and predicted using the preseq^102^ (version 2.0.3). The number of total reads and unique mapped reads were summarized in Supplementary Dataset 7. The correlations between two repeats were summarized in Supplementary Table 2. A 1 Kb sliding window across the whole genome was used to calculate the Pearson product moment correlation. Peak qualities were summarized in Supplementary Dataset 8.

### Transcriptional scSET-seq data processing

To get the single-cell gene expression matrixes, pipeline tool zUMIs^103^ (version 2.7.1c) was used to split reads into each cell by cell-specific barcode and map reads to mouse genome UCSC mm9 [https://hgdownload.soe.ucsc.edu/goldenPath/mm9/bigZips/], which excluded mitochondria and random chromosomes. The expression matrixes were analyzed by R package Seurat^53^ (version 3.2.1) using genes mapped to both exons and introns. To compare the transcriptional scSET-seq with other conventional scRNA-seq data, Smart-seq2 data were downloaded from GSE151334 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151334] and 48 cells were randomly picked from this data after quality control (filtering cells with detected gene numbers less than 1000). Saturation curves were constructed with detected gene numbers when reads were randomly gradient sampled 4 M, 3 M, 2 M,1 M, 0.5 M, and 0.25 M from total reads.

### Epigenomic scSET-seq data processing and quality check

Epigenomic scSET-seq data were de-multiplexed by in-house script by the combination of cell-specific barcodes in read1 and read2. The single-cell data were processed analogously as the bulk SET-seq data described above. To visualize scSET-seq signals, deepTools was used to normalize mapped reads and calculate the coverage of genome-wide continuous 50 bins with the following parameters ‘bamCoverage --scaleFactor 10,000,000/mapped_reads_number’ and signals were visualized in track view using Integrative Genomics Viewer (IGV)^104^ (version 2.6.3). To evaluate the performance of scSET-seq data, FRiPs was defined as the fraction of reads in peaks that called from merged single cell data as the positive reference peaks. scATAC-seq downloaded from GSE100033 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100033] were used for comparisons with scSET-seq data.

### Embedding epigenomic and transcriptional data in bulk SET-seq

deepTools was used to calculate the normalized signal scores by ‘multiBigwigSummary BED-file’ with SET-seq peak files from 10,000 cells as a reference. To define the enrichments of epigenomic signals to individual genes, peaks were annotated to nearby genes by R package ChIPseeker. Then signal scores were calculated at each gene and further normalized by peak length. H3K4me3 and H3K27me3 signal scores matrixes were merged according to their shared genes. Finally, epigenomic and transcriptional data were merged by both detected genes. Genes were clustered by hierarchical clustering algorithms using row scaled signal scores and heatmaps were plotted with column scaled signal scores by pheatmap.

### scSET-Seq data analysis for asymmetric cell division

Transcriptional scSET-seq raw reads processing was performed as described above. R package Seurat was used for analyzing transcriptional data. Quality control was done by removing cells with less than 1,000 or more than 5,000 genes detected. To correct batch effect, canonical correlation analysis (CCA) was performed with Seurat function ‘IntegrateData’. Datasets from H3K27me3 and H3K4me3 scSET-seq were aggregated for better reproduction of dimensional reduction. Differential genes were chosen by threshold (p value < 0.05 and the absolute value of log_2_(*FoldChange*) > 2) for linear dimensional reduction and nonlinear dimension. Clustering was performed by a shared nearest neighbor (SNN) algorithm with the function ‘FindClusters’. Marker genes of each cluster were generated by function ‘FindAllMarkers’. GO analysis was performed by clusterProfiler^105^ (version 3.14.3) using all marker genes of each cluster. Marker genes ranked top 50 and top5 of each cluster were filtered according to log_2_(*FoldChange*) to generate single-cell clustering plots and trajectory plots combined with epigenomic scSET-seq and visualize the gene expression distribution, respectively. For pseudotime analysis, differential genes (*P* value <0.05 and the absolute value of log_2_(*FoldChange*) > 2) were selected to order cells in pseudotime by Monocle2^106^ (version 2.14) and STREAM^58^ (version 1.0). The function ‘plot_genes_branched_heatmap’ in Monocle2 was used to visualize the dynamics of differentially expressed genes. Violin plots of gene expression level were generated by function ‘Vlnplot’ in Seurat. The significance of gene expression across the three clusters was calculated by Student’s t-test.

Epigenomic data from scSET-seq were processed as follows. To get normalized signature scores, cisTopic^59^ (version 0.3.0) was used with default parameters. Aggregated cell peaks were used for counting reads and bulk SET-seq peaks from 10,000 cells were defined as signature regions. Peaks were preferably annotated to genes within 3 Kb from the transcription starting site, then to the closest gene within 500 Kb, as previously described^107^. To evaluate the correlation of scSET-seq data, kME scores were computed by WGCNA^108,109^ (version 1.69) and gene modules were generated for epigenomic and transcriptional SET-seq respectively. The Pearson correlation coefficient matrix which was showed as a heatmap was constructed using module scores. The chi-square test was used to identify the significance between epigenomic and transcriptional modules from the same SET-seq. Signature scores were used for downstream clustering and pseudotime analysis. The top 2000 differential signature genes ranked by p value were used for analysis with Seurat and Monocle2. To evaluate the clustering result, ggalluvial [https://github.com/corybrunson/ggalluvial] (version 0.12.3) was used to show the changes of cell number between epigenomic and transcriptional clusters. The chi-square test was used to identify the significance between observed cell number distributions.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

Supplementary Movie 1

Reporting Summary

## Data Availability

The reference genome used in this study is available in UCSC [http://genome.ucsc.edu] database under mouse reference genome mm9 [https://hgdownload.soe.ucsc.edu/goldenPath/mm9/bigZips/]. The raw and processed sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE168637 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168637]. Encode datasets were downloaded with the accession numbers: H3K27me3 ENCSR059MBO [https://www.encodeproject.org/experiments/ENCSR059MBO/], H3K27me3 input  ENCSR326ULS [https://www.encodeproject.org/experiments/ENCSR326ULS/], H3K4me3 ENCSR000CGO [https://www.encodeproject.org/experiments/ENCSR000CGO/] and H3K4me3 input ENCSR095IPH [https://www.encodeproject.org/experiments/ENCSR095IPH/] [https://www.encodeproject.org/experiments/ENCSR095IPH/]. The other external datasets were downloaded from NCBI Gene Expression Omnibus (GEO) [http://www.ncbi.nlm.nih.gov/geo/], with the accession numbers: Aebp2 ChIP-seq GSE83082 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83082], Paired-Tag GSE152020 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152020], scATAC-seq GSE100033 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100033], Smart-seq2 GSE151334 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151334]. 10x scRNA-seq datasets were downloaded from the 10x Genomics website [https://www.10xgenomics.com/]. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Joint single-cell multiomic analysis in Wnt3a induced asymmetric stem cell division
**Source:** Nat Commun. 2021 Oct 12;12:5941. doi: 10.1038/s41467-021-26203-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

Title: Supplementary Movie 1

Description: The dividing process of beads connected cells.

Title: Supplementary Dataset 1

Description: The metadata of epigenetic scSET-seq data.

Title: Supplementary Dataset 2

Description: Index list for the scSET-seq.

Title: Supplementary Dataset 3

Description: The metadata of scSET-seq data during wnt3a beads inducted cell division.

Title: Supplementary Dataset 4

Description: Exact *P* values provided in Fig. 3a.

Title: Supplementary Dataset 5

Description: The correlations and *P* values between epigenetic and transcriptional as calculated by WGCNA.

Title: Supplementary Dataset 6

Description: The primer and barcode sequences used in SET-seq experiments.

Title: Supplementary Dataset 7

Description: The number of total reads and unique mapped reads.

Title: Supplementary Dataset 8

Description: Peak qualities of bulk-seq.

How the deposited data were processed for this re-analysis (not part of the article)

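The gene expression of 54 bulk libraries in 27 conditions, with 2 libraries each, and of 752 single cells was analysed here. The bulk libraries are those of tagmentation temperature and time, of Tn5 amounts, of RNA amounts, of SET-seq with different cell numbers, of SET-seq with an H3K4me3 or H3K27me3 antibody, of 2 Aebp2 KO clones and of ligation-based RNA-seq. Genomic libraries were not analysed here.

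For the bulk libraries, the authors trimmed the reads with Trim Galore and aligned them with STAR to mm9, and the file headers name featureCounts 2.0.0, which counted read pairs on the exons of 25209 genes without reads that map to several places. The deposited values are raw counts of read pairs without normalization. For the single cells, the authors counted reads on exons and introns with zUMIs, and the deposited values are raw read counts per gene and cell without molecular identifiers. The coordinates of the reference used for the guides are those of NCBIM37, the build of mm9.

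RPKM were calculated from the counts, the exon lengths in the files and the total counts. Libraries of one condition were summed for correlations and numbers of genes. Correlations are Pearson's r of log2(RPKM + 1), with a pseudocount of 1, over all genes. A gene was detected with at least 1 count. Alternatives were linear RPKM, a pseudocount of 0.1, genes with an RPKM of at least 1, Spearman's correlation, CPM without gene length, at least 5 counts, thinning to the total counts of the shallowest library, Rn45s included, and each replicate left out.

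Bulk comparisons used edgeR 4.0.16 with TMM normalization, its filter on low counts and the quasi-likelihood test. The comparisons of KO with WT and of KO1 with KO2 took an unadjusted P below 0.05 with an absolute log2 fold change above 1, as the paper did, and the others an adjusted p below 0.05 (Benjamini-Hochberg). Alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter, a replicate block, other WT libraries, each clone alone and each library left out. Where leaving out a library left 1 in a group, that library was assumed to vary like the other groups. Residuals of libraries with the same replicate number had correlations of 0.730 to 0.817 across genes between Tn5 amounts, so the replicate block was also fitted.

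Depth per library ranged from 235040 to 21520982 counts. At such depth a gene with few counts is measured poorly: ratios of genes near 0 were given with exact 95% intervals, and a floor of 3 counts over the group was used where a group had none. These intervals and the Wilson intervals of shares cover counting error only.

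Cells passed with more than 1000 and fewer than 5000 genes. Clusters and positions were taken from the paper's tables. Counts were summed per experiment and position, or per experiment and cluster, over at least 3 cells, and tested in edgeR with the experiment as a block. limma 3.58.1 on mean log2(CPM + 1) per cell was an alternative. Cluster shares and pairs were tested with exact sign-flip permutations over experiments, two-sided. Pairs were read from neighbouring wells of a row, which the paper's tables do not state in words. Partners were shuffled within experiments to give the pairs expected from cluster sizes.

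The comparisons were tested on simulated data with 200 changed genes, where recovered means an adjusted p below 0.05. At a change of 4-fold, 95.7% of genes were recovered for KO against WT, 94.3% for KO1 against KO2, 100% for 37 °C against 16 °C, 44.4% for Tn5 amounts, 13.1% for proximal against distal cells and 0% for clusters and for the interaction. At 16-fold, 92.5% were recovered for Tn5 amounts, 92.0% for proximal against distal cells, 75.4% for clusters and 2.01% for the interaction. With the rule used to call genes for KO against WT and KO1 against KO2, 100% and 99.5% were recovered at 4-fold.

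Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3.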

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

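The tests of genomic DNA in the Aebp2 KO libraries, of the quality filter in H3K4me3 experiment 1 and of another stock in the KO comparison were chosen only after the result was seen.

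Single samples that stand apart from their group were looked for with 22 Dixon tests over 6 groups, and 2 passed. Chance flags about 1 in 20 tests, so 2 of 22 is close to what chance gives.

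The counts on genes were 40.6% of the unique reads in replicate 2 of Aebp2 KO2, against 37.0% to 37.1% in the other 3 KO libraries. This library also detected fewer genes, 12625 against 15061 to 15626. A candidate explanation is genomic DNA in the other 3 libraries. After thinning to 935126 counts outside Rn45s, 11 of 1526 receptor genes were detected in this library and 124 to 152 in the others, as such DNA would give. No biological explanation was tested.

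The passing cells of H3K4me3 experiment 1 had a median of 565236 counts, against 50755 to 204377 in the other 5 experiments. In this experiment 4 of 64 cells pass. A candidate explanation is that the quality filter leaves few of its cells: over all 64 cells the median was 106476, within the 41837 to 176876.5 of the other experiments. No biological explanation was tested.

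Mid1 and Hprt, which the paper does not discuss, had log2 fold changes of 6.31 and -8.87 between Aebp2 KO and WT. Both genes have almost no counts in one group, so that these fitted values are no bounds. In the 3 series of in vitro libraries of cells without a knockout, the summed counts gave 205 to 392 CPM of Mid1 and 0.0159 to 0.168 CPM of Hprt, and those of KO 83.2 and 0.232 CPM. The ligation-based libraries lie with WT, at 180 CPM of Hprt and 3.55 CPM of Mid1. A difference in stock between KO and WT cells is therefore a candidate explanation. These counts do not tell which of them departs from the line the paper names. Among the 37 called genes beyond a log2 fold change of 4, 75.7% differ the same way between in vitro and ligation-based libraries, against 21.6% in a comparison of SET-seq with ligation-based libraries. An effect of the knockout on these genes was not separated from it, as no WT library labelled as part of the KO experiment was used here.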

How the results depend on the processing

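Leaving out Rn45s, the crossed pairing of KO1 and KO2 replicates and leaving out experiments for genes per cell were tests chosen only after the result was seen. The other choices were made before the data were examined. The cause was not tested for the changes below.

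The lowest correlation with ligation-based RNA-seq was 0.913. It was 0.505 with linear RPKM, 0.931 with a pseudocount of 0.1, 0.803 with genes at an RPKM of at least 1, 0.911 with Spearman's correlation, 0.934 with CPM, 0.909 to 0.910 with a replicate left out and 0.917 without Rn45s. Among temperatures and times (0.976), the same settings up to CPM gave 0.808, 0.969, 0.945, 0.932 and 0.981, and 0.965 to 0.967 with a replicate left out. Among Tn5 amounts (0.996), linear RPKM gave 0.983, the pseudocount 0.992, Spearman 0.962 and a replicate left out 0.990 to 0.996. Among RNA amounts (0.903), linear RPKM gave 0.699, an RPKM of at least 1 0.822, Spearman 0.814 and a replicate left out 0.797 (without replicate 1) to 0.892. Among cell numbers (0.953) it was 0.778 (without replicate 1) to 0.944. With the antibodies (0.976), the settings gave 0.965, 0.947, 0.958, 0.8995 and 0.974, a replicate left out 0.964, and no Rn45s 0.974. Between KO1 and KO2 (0.975) they gave 0.999, 0.942, 0.948, 0.885 and 0.978, a replicate left out 0.961 to 0.963, and no Rn45s 0.967.

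The fewest genes as a share of the most were 80.0% over temperatures, and 91.9% with an RPKM of at least 1 or 93.9% after thinning. For genes detected by Tn5 amount (95.8%) the share was 90.9% without replicate 2 and 97.4% without replicate 1. For genes detected by RNA amount (54.8%) it was 69.1% with an RPKM of at least 1, where 3 ng had the fewest genes, 38.1% without replicate 1 and 56.8% without replicate 2. For cell numbers (59.4%) it was 91.4%, 30.0% and 70.9% in these settings. For genes detected by cell number with H3K4me3 or H3K27me3 co-assay (67.7%) it was 85.9% with at least 5 counts and 89.9% with an RPKM of at least 1. The lowest R² of replicates was 0.789 on linear RPKM, at 37 °C for 10 min, where the log2 scale gave 0.983. On the log2 scale the lowest was 0.565, with 30 pg of RNA, where linear RPKM gave 0.991.

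With at least 2000 genes, 208 and 117 cells pass in place of 335 and 210. Genes per cell, 4665.8, were 3505 with at least 2 counts and 2992 after thinning.

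With the 5 H3K4me3 experiments alone, the proximal minus distal share was -14.2 points for Mix, 44.8 for Proxi and -30.6 for Dista, each at the smallest p that 5 experiments allow. With the H3K27me3 experiments alone, observed minus shuffled pairs turned to -2.04 inside Mix and were -4.77 between Proxi and Dista, below shuffling in 6 of 8 experiments and above it in 0, each at an exact permutation p of 0.0312, the smallest that 6 experiments apart from shuffling can give. Shuffled over all experiments of an antibody, those of Mix with Dista were -31.0.

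KO against WT gave 4700 genes with WT from SET-seq with no antibody in its label, in place of 2902, and 2846 with the replicate block. With that WT, Nanog turned to 1.13 and Pou5f1 to -0.66, and with KO2 alone Sox2 turned to -0.46. KO1 against KO2, 543 genes, gave 338 in DESeq2 and 301 by adjusted p, and 438 to 805 with a library left out. 37 °C against 16 °C, 7372 genes, gave 3396 with the 5 min libraries alone. Tn5 amounts, with 0 genes in edgeR and DESeq2 and 78 and 37 at an unadjusted p below 0.05, gave 18 with the replicate block.

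Proximal against distal cells, with 0 genes in edgeR, 177 at an unadjusted p below 0.05 and 0 in limma, gave 28 in DESeq2, 24 without the filter and 55 without the replicate block. Mix, with 2 genes, gave 414 in DESeq2, 164 in limma, 19 without the filter, 1546 without the replicate block, 25 with H3K4me3 alone and 7 after thinning. It gave 0 with DESeq2 size factors in edgeR, with at least 10 cells per sum, with H3K27me3 alone and without H3K27me3 experiments 8, 9 and 10. With an experiment left out it ranged from 0 to 95: 95 without H3K27me3 experiment 3, 45 without 9, 35 without 6, 16 without 2, 11 without 10, 9 without 8, 1 without 7, 28 without H3K4me3 experiment 1, and 0 without H3K27me3 experiment 4 or 5 or H3K4me3 experiment 2, 3, 4, 5 or 6. Proxi, with 1 gene, gave 88 in DESeq2, 19 without the filter, 4 without the replicate block, and 0 with either antibody alone, without H3K27me3 experiments 8, 9 and 10, in limma and after thinning. With an experiment left out it was 2 without H3K27me3 experiment 4, and 0 without H3K27me3 experiment 1, 2, 5, 6, 7, 8, 9 or 10 or H3K4me3 experiment 1, 2, 3, 5 or 6. Dista, with 0 genes in edgeR and 354 at an unadjusted p below 0.05, gave 76 in DESeq2, 27 in limma, 14 without the filter, 42 without the replicate block and 1 with at least 10 cells per sum. With an experiment left out it ranged from 0 to 1, with 1 without H3K4me3 experiment 1, 4 or 6. The interaction, with 0 genes in edgeR and DESeq2 and 307 and 327 at an unadjusted p below 0.05, gave 2 without the filter and 8 with at least 10 cells per sum.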

Differences from the paper's values

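Of the 22 values compared with the paper's, none differs by the rule set for them, which for counts and shares asks for one to be more than 1.5 times the other. The differences below are smaller, concern directions and calls, or fall outside these 22 values. The pairs inside Proxi or Dista and the share of Dista cells paired with Mix fall outside them and are not small. Other pairings of daughter cells aside, no test in this part was chosen after the result was seen.

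The paper pairs 56.7% of Mix cells inside Mix, which is 30.3% of the passing cells. Here it was 66.7% (61.1% to 71.8%, counting error only) and 35.6%, with pairs read from neighbouring wells.

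The paper places no pair of daughter cells inside Proxi or inside Dista. With neighbouring wells as pairs, 10 and 21 of 249 pairs lay there. No other pairing within a plate that was tried gave 0 in both.

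The paper pairs about as many Proxi and Dista cells with Mix as not. Here it was 37.6% of Proxi and 19.8% of Dista cells, with pairs read from neighbouring wells.

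The paper gives Nanog and Rex1 as higher in Proxi, with tests that took cells as replicates. Averaged over cells, Nanog was 3.77 in Proxi and 4.20 in Dista, and Zfp42 3.90 and 4.40. On sums per experiment, the median CPM of Nanog was 159 over 12 Proxi sums and 117 over 9 Dista sums. That of Zfp42 was 160.2 and 175. The Nanog sums ranged from 0 to 699 CPM in Proxi and from 8.17 to 708 CPM in Dista. The 2 clusters draw on different sets of experiments, so these medians do not rank them.

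The paper shows Peak1 and Ywhae as markers of Mix. Averaged over cells, Peak1 was 7.30 in Mix, 12.05 in Proxi and 12.46 in Dista, and Ywhae 4.01, 7.17 and 8.02. These averages also compare experiments, which differ in their share of Mix cells. On sums per experiment in edgeR, the log2 fold change in Mix was 0.23 for Peak1 and 0.99 for Ywhae, and without the replicate block Ywhae was called (3.11).

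The paper shows 4930438A08Rik for Mix, Rnf7 and Rpl10a for Proxi, and Ndufb10, Rpl37 and Rps4x for Dista, with tests that took cells as replicates. None of these was called in its cluster in edgeR with the experiment as a block, a test that recovered 0% of simulated 4-fold changes. Without the replicate block 4930438A08Rik was called in Mix, with DESeq2 Rnf7 in Proxi (1.92) and Ndufb10 in Dista (3.58), and with limma Ndufb10 in Dista (1.86).

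The paper reports Rbbp7 as not detected. It had counts in 172 of 545 passing cells.

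The paper counts Nanog among genes that the knockout left unchanged. Its log2 fold change was -0.61 with an adjusted p of 0.0407, short of the threshold of 1 on the fold change, under which it is not called either.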

Other observations

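The tests of another stock, of Rn45s, of a mislabelled sample, of the RNA and depth of Mix cells, of cluster shares behind the pairs and of reads outside the exons of Aebp2 were chosen only after the result was seen.

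Aebp2 KO against WT gave 2902 genes. With Rn45s left out it was 2789, and with every library thinned to the same counts outside Rn45s 2682 of 9341 genes, so that neither accounts for the whole count. With 1 of the 6 libraries left out it was 2511 to 3006, so that a wrong label on a single library does not account for it either. Against all 6 WT libraries of 10000 cells, 3369 genes were called, and 1 of 100 splits of the libraries gave as many, the real one, so that chance can be excluded. Whether the stock of the cells accounts for the count cannot be told apart from the knockout: 37.2% of the called genes differ the same way between in vitro and ligation-based libraries, 41.4% of genes not called do, and no WT library labelled as part of the KO experiment was used here. The effect of the knockout stays open.

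Temperature changed 7372 genes in edgeR. With the trend of each library with gene length removed the count was 7310. With that of GC content removed it was 5770, in place of 6525 among the 9877 genes with a GC content, and 4177 genes were called both ways in the same direction. With the libraries thinned to the same depth it was 4947 of 8072 genes, so that none of these is the whole cause. In 1 of 100 splits, the real one, the count was as large, and chance can be excluded. An effect of temperature on the reaction stays as a hypothesis, and the fold changes had a rank correlation of -0.575 with GC content across genes.

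Proximal and distal cells differed in 0 genes in edgeR, with 177 at an unadjusted p below 0.05, 28 genes in DESeq2 and 0 in limma. For the 0 genes, 100 of 100 splits were as large, as they must be beside a count of 0, so that this says nothing about chance. For the 177 genes, 1 of 100 splits was as large, the real one, and chance can be excluded.

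For genes that mark a cluster, 1 of 40 splits, the real one and the fewest possible, gave as many as the 2 of Mix. The paper drew the clusters from these same expression values, which favours the real labels over shuffled ones. This count therefore cannot exclude chance. Both genes had an adjusted p of 0.0459 in edgeR. The count was 0 with H3K27me3 alone, with DESeq2 size factors in edgeR, with at least 10 cells per sum, without H3K27me3 experiments 8, 9 and 10, and with H3K27me3 experiment 4 or 5 or H3K4me3 experiment 2, 3, 4, 5 or 6 left out. For Proxi 3 of 40 splits gave as many as its 1 gene, where chance cannot be excluded. For Dista 40 of 40 gave as many as its 0, which says nothing about chance, since no count is below 0. Dista had 354 genes at an unadjusted p below 0.05 in edgeR, 76 in DESeq2 and 27 in limma. The interaction of cluster and antibody gave 0 genes in edgeR and in DESeq2, and 307 and 327 genes at an unadjusted p below 0.05. For its 0 genes, 40 of 40 splits were as large, which again says nothing about chance. For the 307 genes, 7 of 40 splits were as large and chance cannot be excluded.

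Summed over all experiments, Mix cells resemble bulk SET-seq less than other cells, with a rank correlation of 0.474 across genes, against 0.640 in Proxi and 0.637 in Dista. These sums pool unlike experiments. H3K27me3 experiments 8 and 9, with 56 and 43 Mix cells, had correlations of -0.001 and -0.031 in Mix and 0.003 and -0.021 in other cells. Elsewhere they were 0.297 to 0.642 in Mix and 0.352 to 0.680 in other cells. A candidate explanation is little RNA from the cell in the well. Within 12 experiments, the 500 genes most abundant in bulk took 14.0% of the counts in Mix cells and 18.7% in the others, a difference of -4.68 percentage points (SD 3.54), negative in 11 of 12 experiments (exact sign-flip permutation p = 0.00244, adjusted over 7 measures p = 0.00854). With as many Mix as other cells in each experiment, the rank correlation with bulk differed by -0.0534, less than between the sums of all cells. With every cell also thinned to the shallowest of its experiment the difference was -0.0540 (SD 0.0391), negative in 11 of 12 experiments (exact sign-flip permutation p = 0.00146), so that a difference in depth is not the cause of the gap within experiments. These p-values compare clusters that were drawn from the same counts. A distinct state of the Mix cells stays open.

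Pairs of daughter cells, read from neighbouring wells, may follow from the cluster shares of the experiments. A wrong reading of the pairs would give the same result, and the numbers here cannot tell these explanations apart. Observed minus shuffled pairs were 1.46 inside Mix and -3.67 between Proxi and Dista. H3K27me3 experiments 8, 9 and 10 hardly test this inside Mix, since shuffling leaves their pairs there nearly as they are, and without them it was 1.50 inside Mix. A link between sister cells beyond these shares stays open.

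Replicate 2 of SET-seq of 10000 cells detected 19449 genes in 5520202 counts, and replicate 1 detected 15980 in 7066108 counts. Genomic DNA in the library is a candidate explanation: after thinning, 120 of 1526 receptor genes were detected in replicate 2 and 7 in replicate 1. No biological explanation was tested.

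Aebp2 had log2 8.46 more CPM in single cells than in bulk SET-seq, against a median of -1.85 for 3840 like genes, of which 2 were as high. Reads outside the exons of Aebp2, which the single-cell counts include, are a candidate explanation, so the counts in Mix may not measure its mRNA. No biological explanation was tested.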
